# Dynamic CpG methylation delineates subregions within super-enhancers selectively decommissioned at the exit from naive pluripotency

**DOI:** 10.1038/s41467-020-14916-7

**Published:** 2020-02-28

**Authors:** Emma Bell, Edward W. Curry, Wout Megchelenbrink, Luc Jouneau, Vincent Brochard, Rute A. Tomaz, King Hang T. Mau, Yaser Atlasi, Roshni A. de Souza, Hendrik Marks, Hendrik G. Stunnenberg, Alice Jouneau, Véronique Azuara

**Keywords:** Developmental biology, Stem cells, Embryonic stem cells, DNA methylation

## Abstract

Clusters of enhancers, referred as to super-enhancers (SEs), control the expression of cell identity genes. The organisation of these clusters, and how they are remodelled upon developmental transitions remain poorly understood. Here, we report the existence of two types of enhancer units within SEs typified by distinctive CpG methylation dynamics in embryonic stem cells (ESCs). We find that these units are either prone for decommissioning or remain constitutively active in epiblast stem cells (EpiSCs), as further established in the peri-implantation epiblast in vivo. Mechanistically, we show a pivotal role for ESRRB in regulating the activity of ESC-specific enhancer units and propose that the developmentally regulated silencing of ESRRB triggers the selective inactivation of these units within SEs. Our study provides insights into the molecular events that follow the loss of ESRRB binding, and offers a mechanism by which the naive pluripotency transcriptional programme can be partially reset upon embryo implantation.

## Abstract (web summary)

Clusters of enhancers, called super-enhancers (SEs), control the expression of cell identity genes. Here, the authors identify two types of enhancer units within SEs in ESCs, characterised by distinctive CpG methylation dynamics, and find that ESRRB regulates the enhancer units decommissioned at exit from naive pluripotency.

## Introduction

Pluripotency, the ability to form all tissues in an adult organism, is under the control of complex mechanisms that enable cells to differentiate into the early somatic and germ cell lineages. Embryonic stem cells (ESCs) and epiblast stem cells (EpiSCs) are derived from mouse pre- and post-implantation embryos, respectively, and represent the naive and primed state of pluripotency^1^. Alongside the core transcription factors (TFs) OCT4, SOX2 and NANOG (OSN), ESC identity is associated with the expression of an additional cohort of naive pluripotency factors, including ESRRB, KLF4, TBX3 and TFCP2L1. These proteins are highly expressed in ESCs and downregulated as primed pluripotency is established^2^. Conversely, OTX2, ZIC2 and OCT6 factors were identified as major transcriptional regulators of primed EpiSCs in the context of the continued expression of OSN^3–5^.

Enhancers act as hubs of TF binding and promote gene expression. Recent studies suggest that large regions with clustered enhancer units, often described as super-enhancers (SEs), regulate the expression of key cell identity genes^6–8^. Readily demarcated by enhancer-specific histone marking and protein binding at high density, SEs in ESCs preferentially recruit numerous naive TFs, and are predicted to be decommissioned as cells exit from naive pluripotency^8^. Given the shared expression of a large panel of genes in ESCs and EpiSCs^9,10^, it remains unclear how this is achieved. In particular, the fate of individual enhancer units across SEs has not been investigated during the transition from naive-to-primed pluripotency.

In this study, we identify molecular and functional differences between enhancer units within SEs, revealing distinctive regulatory mechanisms. We find that enhancer units mapped in ESCs divide into two types based on whether or not they continue to function in EpiSCs, as further established in the post-implantation epiblast in vivo. Mechanistically, we demonstrate that ESC-specific enhancer units exhibit extensive cell-to-cell CpG methylation heterogeneity and are most specifically marked by ESRRB. As a result, these units are selectively destabilised at the exit from naive pluripotency, as recapitulated upon ESRRB depletion. Loss of ESRRB in ESCs promotes de novo methylation, reduces mediator and RNA polymerase II (POL2) binding and attenuates the expression of target genes and enhancer RNAs (eRNAs) over disruption of chromatin interactions. In contrast, ESRRB-independent units within SEs remain active and hypomethylated through steady binding of TFs and co-regulators in ESCs and EpiSCs. These units promote the expression of a core set of genes throughout the naive-to-primed transition, suggesting a crucial role for the upholding of pluripotency upon embryo implantation.

## Results

### Hypomethylation delineates active SE units

SEs were defined in ESCs based on high-density binding of the mediator component MED1 and deposition of H3K27ac histone marks over large genomic regions in contrast to typical-enhancers (TEs)^8^. Additionally, we noticed that SEs and TEs show a significant difference in GC content (Supplementary Fig. 1a). While the median CpG density in TEs approximates the mouse genome average, SEs present higher GC content and CpG density (Wilcoxon rank-sum test, *p* < 2 × 10^−16^). Thus, we hypothesised that CpG methylation might contribute to the structural organisation of SEs. To test this idea, we used available bisulfite-sequencing (BS-seq) data collected from ESCs grown in the presence of serum and leukemia inhibitory factor (serum/LIF)^11^. We scored each CpG as methylated (mCpG) or unmethylated along SEs mapped in ESCs and other cell types^8^ using a Hidden Markov model (HMM; see Methods section). As anticipated, high CpG methylation levels were steadily detected at somatic (proB cell) SEs (Supplementary Fig. 1b), in keeping with their inactive status in pluripotent cells. In contrast, ESC SEs displayed a complex profile consisting of low and intermediate levels of CpG methylation. Interestingly, ProB cell SEs showed a similar low-to-intermediate profile in haematopoietic cells^12^ (Supplementary Fig. 1c), highlighting the close relationship between CpG methylation and cell identity^13,14^. Further inspection of individual ESC SEs identified discrete unmethylated subregions in ESCs, which overlapped with H3K27ac deposition and binding of pluripotency TFs and co-regulators, as depicted for the *Klf4*-associated SE (Fig. 1a). By computing protein binding (chromatin immunoprecipitation sequencing (ChIP-seq)) and chromatin accessibility (ATAC-seq) at unmethylated and methylated subregions across all SEs using published datasets (Supplementary Data 1), we validated that local hypomethylation demarcates active SE units in ESCs (Fig. 1b).

**Fig. 1:**
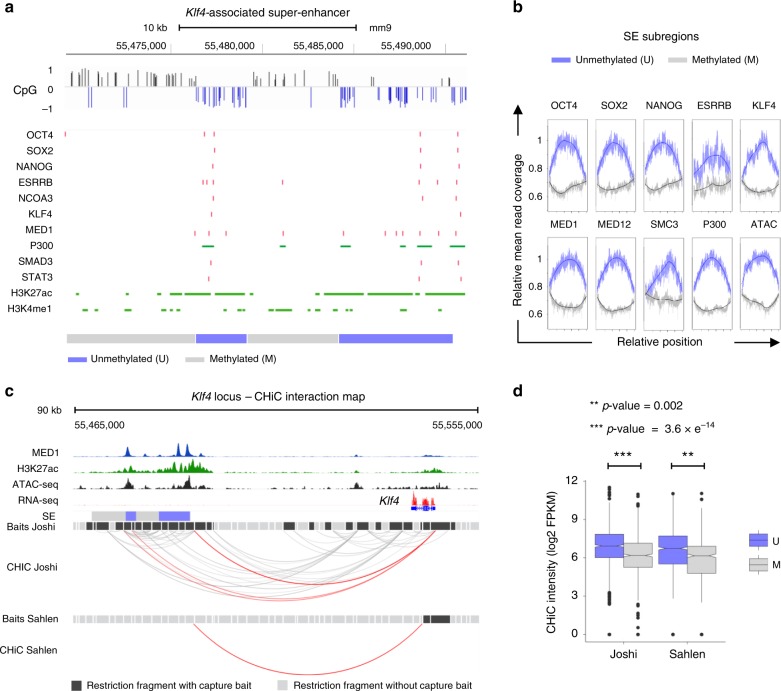
Demarcation of active enhancer units within SEs through CpG methylation profiling in ESCs. **a** Schematic representation of the *Klf4*-associated SE in embryonic stem cells (ESCs) grown in serum/LIF, showing CpG methylation, TF binding sites and epigenetic marks along the SE locus. The methylation state of each CpG was determined using a HMM: unmethylated = blue, down; methylated = grey, up. In addition, the height of the bars indicates the extend of methylation (positive values) and demethylation (negative values) of each CpG (see also Methods section). Coordinates of the *Klf4*-associated SE are shown as reported in ref. ^8^. **b** Mean Chip-seq read coverage of TFs, mediator and cohesin subunits, P300 and ATAC-seq signals at unmethylated (U; blue) and methylated (M; grey) SE subregions in ESCs (serum/LIF). The mean read coverage scores were scaled to the maximal value for either region set. Publicly available datasets used are listed in Supplementary Data 1. **c** Promoter–SE interactions along the *Klf4* locus. The capture baits (black) for the Joshi et al.^15^ and Sahlen et al.^16^ capture Hi–C interactions are shown. Key epigenetic enhancer marks (MED1, H3K27ac and ATAC-seq) overlap with unmethylated SE subregions (U; blue) across *Klf4*-associated SE, while methylated regions (M; grey) are largely devoid of active histone marks. Promoter–SE and intra-SE interactions are shown as red arcs; other interactions as grey arcs. **d** Box plots of the capture Hi–C interaction intensity (log2 fragments per kilobase million (FPKM)) of unmethylated (U; blue) and methylated (M; grey) SE subregions for which the SE has a significant interaction with the target promoter. For this analysis, only expressed SE-interacting gene promoters were considered (reads per kilobase million (RPKM) ≥ 1). Unmethylated SE subregions interact at a significantly higher frequency as compared to methylated SE subregions with an equal number of capture baits (**p = 0.002; ***p = 3.6 × 10^−14^, analysis of variance, controlling for the number of capture Hi–C baits per SE subregion and the log2 promoter–SE subregion distance).

To verify whether promoter–SE interactions preferentially establish within unmethylated over methylated regions, we studied the chromatin interactions between these subregions and target gene promoters at high resolution in ESCs. For this, we interrogated available (promoter) capture Hi–C libraries generated using 4 bp recognition restriction enzymes^15,16^ and called significant promoter–SE interactions with the CHICAGO pipeline^17^ (Fig. 1c; Supplementary Fig. 2 for additional examples). Given the high correlation (*R* = 0.77) between the selected datasets (Supplementary Fig. 3a, b), all significant promoter–SE interactions identified from either Joshi et al.^15^ or Sahlen et al.^16^ studies (629 in total) were considered (Supplementary Data 2). These included previously described SE-interacting promoters using cohesin CHIA-PET^18^ and an alternative promoter capture Hi–C based on a 6 bp recognition restriction enzyme^19^ (Supplementary Fig. 3c, d), and were significantly enriched in Gene Ontology terms related to embryonic development as expected (Supplementary Fig. 3e). Using this method, we demonstrated that unmethylated subregions engaged more frequently with active promoters than methylated subregions within SEs (Fig. 1d, Supplementary Fig. 3h). Collectively, our findings confirm that SEs are intrinsically heterogeneous, consisting of one or more hypomethylated active enhancer units in ESCs.

### Differential inactivation of SE units in EpiSCs

The transition from pre- to post-implantation is marked by a global increase in CpG methylation as reported in vitro and in vivo^20–22^. Using newly generated BS-seq data in EpiSCs (this study), we observed that SEs mapped in ESCs accumulate substantial levels of CpG methylation in the primed cells (Supplementary Fig. 4a). By contrast, ESC SE-interacting promoters remained largely hypomethylated (Supplementary Fig. 4a–c). Strikingly, however, we found that CpG methylation was acquired in different patterns across individual ESC SEs (Fig. 2a). While all enhancer units of some SEs were targeted by high levels of CpG methylation (e.g., *Klf4*-associated SE), specific units escaped methylation in other SEs (e.g., *Klf13*- and *Lefty1*-associated SEs). By comparing the methylation status of all SE units in ESCs and EpiSCs, we thus identified two types of units with different fates: persistently unmethylated (PU, green) and differentially methylated (DM, magenta; Fig. 2b, Supplementary Fig. 4d). Outside these regions, CpG methylation was consolidated from ESCs to EpiSCs (interstitial regions; INT, grey), largely contributing to the hypermethylated profile of SEs as a whole in EpiSCs (Supplementary Fig. 4a).

**Fig. 2:**
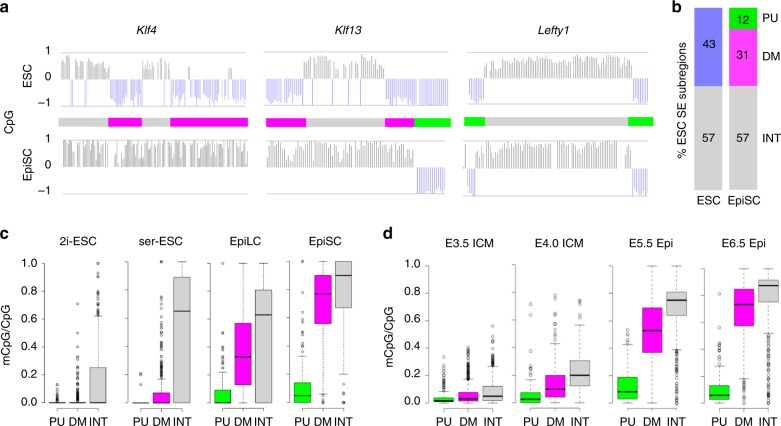
ESC SEs acquired CpG methylation in different patterns as primed pluripotency is established. **a** CpG methylation along three representative SEs in embryonic stem cells (ESCs; serum/LIF)^11^ and epiblast stem cells (EpiSCs; this study) in CDM supplemented with activin A and fibroblast growth factor 2 as represented in Fig. 1a. Unmethylated SE subregions that gain methylation in EpiSCs are represented as magenta bars (DM subregions), and those that remain unmethylated as green bars (PU subregions). Grey bars represent interstitial (INT) regions in ESCS that remain methylated in EpiSCs. **b** Proportion (%) of SE subregions in ESCs and EpiSCs. Unmethylated regions in ESCs (blue bar) either remain unmethylated (PU, green, 184 subregions) or become methylated (DM, magenta, 492 subregions) in EpiSCs; INT (547 subregions) methylated regions are shown in grey. A total of 231 SEs were analysed. **c** CpG methylation levels (mCpG/CpG) at PU, DM and INT subregions in an independent ESC line grown in serum/LIF (ser)^14^, in EpiLCs and an independent EpiSC line^23^. ESCs grown in 2i/LIF (2i)^11^ are also shown; 2i/LIF conditions enforce a globally hypomethylated state of genome. **d** CpG methylation levels (mCpG/CpG) at PU, DM and INT subregions in vivo in pre-implantation (inner cell mass (ICM); E3.5 and E4.0) and post-implantation epiblast (Epi; E5.5 and E6.5) tissues^22^.

To validate the assignment of PU and DM subregions in independent ESC and EpiSC lines, we probed alternative BS-seq studies^14,23^. To test whether the remodelling of SEs occurs in a step-wise manner, we also examined the profile of ESC-derived epiblast-like cells (EpiLCs)^23^, offering a transitional stage between naive and primed identities. In agreement with our data, PU compared to DM subregions appeared largely unmethylated in EpiLCs and EpiSCs (Fig. 2c, Supplementary Fig. 4e). DM subregions in EpiLCs adopted an intermediate level relative to PU and INT regions, becoming highly methylated in EpiSCs. To further determine whether PU and DM subregions were also differentially methylated in the developing embryo, we processed available BS-seq data in ICM/epiblast tissues dissected from pre- (E3.5 and E4.0) and post-implantation (E5.5 and E6.5) embryos^22^. Importantly, a similar pattern of CpG methylation was recapitulated in vivo, with DM subregions becoming gradually and selectively decommissioned. During this process, differential CpG methylation at PU, DM and INT was already apparent starting from E3.5–E4 (Fig. 2d), which coincides with the onset of de novo CpG methyltransferases expression in the developing epiblast^24^. Collectively, our findings reveal that enhancer units within SEs partition as constitutively hypomethylated (PU) or decommissioned (DM) during the pre- to post-implantation transition.

### DM and PU units regulate distinct pluripotency gene modules

As a functional readout of differential CpG methylation within SEs, we tested whether the expression of SE-interacting promoters was altered in vitro (from ESCs to EpiSCs) and in vivo (from ICM E3.5 to epiblast E6.5)^22,25^. Expression changes were predicted to be inversely related to average CpG methylation levels and compared with expression dynamics measured by RNA-seq (see Methods section). Amongst most affected SE-interacting promoters, we identified well-established naive pluripotency factors, including *Klf4*, *Esrrb*, *Prdm14*, *Tbx3*, *Tcfcp2l1* and *Zfp42* (Fig. 3a; magenta dots). These silenced promoters were associated with SEs that only contain DM subregions (Supplementary Data 3). In contrast, the expression of other genes was predicted to be less affected, including *Klf13*, *Lefty1*, *Med13l*, *Otx2*, *Pou5f1*, *Nanog, Sox2 and Tet1* (Fig. 3a; green dots). These promoters were expressed or even upregulated in the primed cells and associated with SEs that contain at least one PU subregion.

**Fig. 3:**
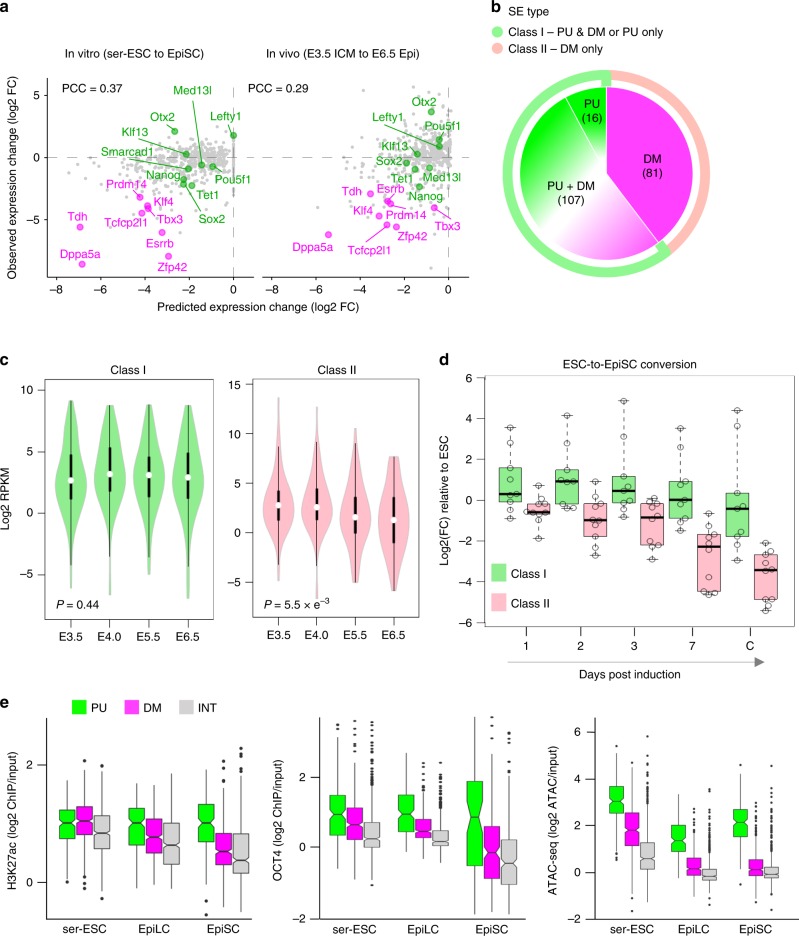
Partitioning of enhancer units within SEs as constitutively active or decommissioned in primed cells. **a** Predicted and observed gene expression fold change (log2) of SE target genes in vitro (left) and in vivo (right). The predicted fold change is the negative product of the interaction intensity (log2 normalised reads) in ESCs (serum/LIF; ser) and CpG methylation changes (percent change) at PU and DM subregions from ESCs to EpiSCs (in vitro) or E3.5 ICM to E6.5 Epi (in vivo; see Methods section and Supplementary Data 1). Well known pluripotency genes associated with different categories of SE subregions are highlighted in magenta (DM) and in green (PU). PCC, Pearson’s correlation coefficient. **b** Venn diagram depicting SE subregion composition and number of SEs falling into class I (light green) and class II (pink) categories. Class I SEs contain PU or PU + DM subregions, while class II SEs only contain DM subregions. **c** Expression (log2 RPKM) of all closest interacting gene promoters associated with class I or class II SEs in epiblast cells in vivo at different developmental times (from E3.5 to E6.5)^22^. *p*-Values (Kruskal–Wallis test) are indicated. **d** Expression changes (log2(fold change)) relative to ESCs (serum/LIF) of selected genes associated with class I (light green) or class II (pink) SEs during the conversion of ESCs into EpiSCs in vitro (RT-qPCR). Class I candidates are: *Lefty1, Pou5f1, Otx2, Smarcad1, Sox2, Tet1, Klf13, Med13l* and *Nanog*; class II candidates are: *Esrrb, Klf4, Prdm14, Tbx3, Tdh, Tet2, Tfcp2l1, Klf2, Klf5* and *Zfp42*. Statistical analysis was performed using non parametric tests for repeated measures data in factorial designs. The factorial design chosen corresponds to f1.ld.f1 in nparLD R-package. Kinetics of the two classes were statistically different (*p* = 4.5 × 10^−12^, Wald test). Data represent three independent conversion experiments (*n* = 3). Source data are provided as Supplementary Data 10. **e** H3K27ac deposition, OCT4 binding and chromatin accessibility (ATAC-seq) of PU, DM and INT subregions in ESCs (serum/LIF; ser), EpiLCs and EpiSCs. Publicly available datasets used are listed in Supplementary Data 1.

To follow-up on this observation, we divided all ESC SEs into two classes: class I SEs that enclose at least one PU subregion, and class II SEs that only contain DM subregions (Fig. 3b), and asked whether the two classes of SEs regulate distinct gene repertoires. Given that multiple SEs can interact with the same active gene promoters though at variable frequency (Supplementary Data 2), we focused on the closest interacting genes, which indeed correlate with the strongest SE–promoter interactions (Supplementary Fig. 3f, g). Class I (light green) and class II (pink) SE-associated genes showed comparable expression levels in ESCs (Supplementary Fig. 4f). Correlating with the presence of PU units, class I genes overall remained expressed in EpiSCs. In contrast, class II genes showed a significant trend for downregulation relative to ESCs (Kruskal–Wallis test, *p* = 4 × 10^−7^). Importantly, these contrasting gene expression dynamics were recapitulated in vivo from E3.5 to E6.5 (Fig. 3c; *p* = 5.5 × 10^−3^), mirroring the segregation of PU (unmethylated) and DM (methylated) subregions in the peri-implantation epiblast (Fig. 2d).

To determine whether the differential transcriptional fates of class I and class II SE-associated genes diverge in tandem at the exit from naive pluripotency, we performed reverse transcription-quantitative PCR (RT-qPCR) analysis of selected candidates at different time points upon the conversion of ESCs into EpiSCs in vitro^26,27^ (Fig. 3d, Supplementary Fig. 5a–c). As anticipated, we found that class II SE-associated genes analysed consistently loose expression starting from day 1 post induction. In contrast, class I candidates remained largely expressed through conversion and upon acquisition of primed pluripotency. Collectively, our results suggest that SEs containing DM subregions only (class II) regulate the expression of genes associated with the naive ESC state. In contrast, SEs containing at least one PU subregion (class I) remain active in primed EpiSCs, promoting the expression of a core set of pluripotency genes throughout the naive-to-primed cell state transition. In agreement with this conclusion, DM subregions showed declining H3K27ac deposition, OCT4 binding and accessibility (ATAC-seq) from ESCs to EpiSCs (Fig. 3e), indicative of decommissioning as previously described at naive enhancers^3^. In contrast, PU subregions retained an active enhancer status, and maintained OCT4 and SOX2 binding along with primed pluripotency TFs (OTX2 and ZIC2)^4,5^ in EpiLCs and EpiSCs (Fig. 3e, Supplementary Fig. 5d, e), indicative of continued activity.

### Cell-to-cell methylation heterogeneity at DM in ESCs

ESCs in serum/LIF can toggle from naive-to-primed pluripotency states with some cells initiating differentiation, as reflected in heterogeneous transcriptional states^28,29^. Interestingly, cell state fluctuations also manifest at the epigenetic level with evidence of CpG methylation oscillations at enhancers^30–33^. To assess the level of cell-to-cell methylation heterogeneity at PU and DM, and its potential association with gene expression, we reanalysed parallel single-cell transcriptional (sc-RNA-seq) and bisulphite (sc-BS-seq) data from ESCs grown in serum/LIF and 2i/LIF^30^. Remarkably, substantial variation in CpG methylation levels was revealed at DM subregions in serum/LIF conditions (Fig. 4a). In contrast, PU subregions were stably hypomethylated in all cells examined. As expected, heterogeneity across SE subregions was less apparent in 2i/LIF conditions, which promote global genome hypomethylation in ESCs^11,24^.

**Fig. 4:**
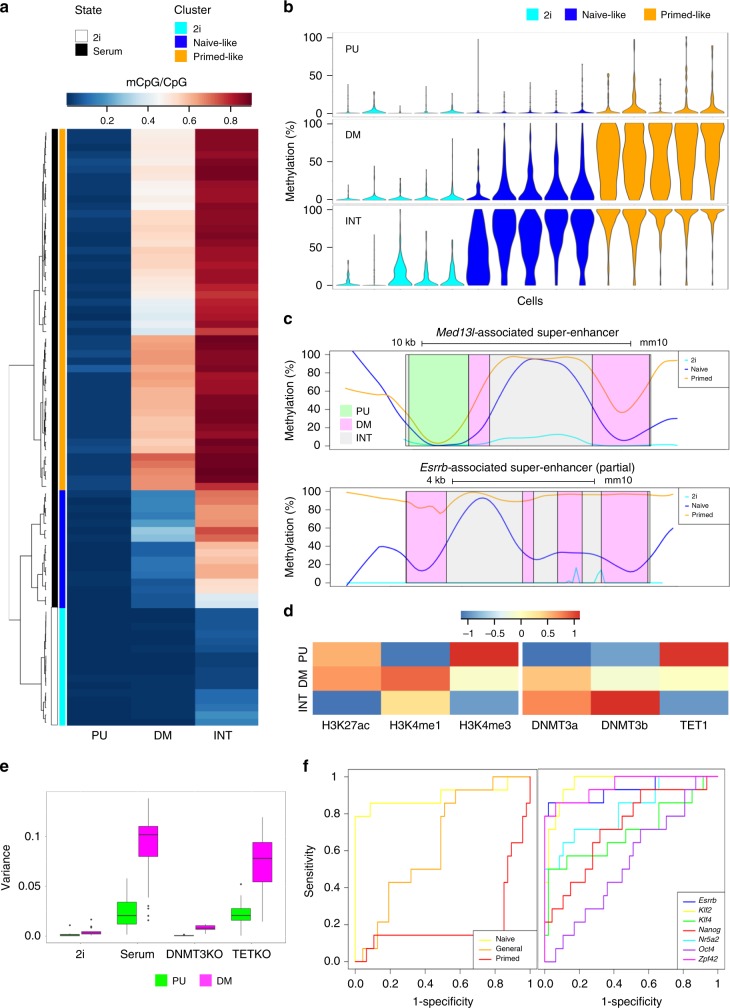
Contrasting CpG methylation dynamics at PU and DM subregions in individual ESCs. **a** CpG methylation levels (mCpG/CpG) at PU, DM and INT SE subregions in 16 individual ESCs grown in 2i/LIF (2i, white) and 64 ESCs grown in serum/LIF^30^ (serum, black). Each row represents one single cell, with blue–red colour gradient indicating proportion of methylated CpGs in the corresponding SE subregion class. Using hierarchical clustering, three cell clusters are identified: 2i (light blue), “naive-like” (blue) and “primed-like” (orange) serum-ESCs. **b** Violin plots representing the distribution of the average methylation (%) across SE subregions for five randomly selected single cells in each of the three single-cell clusters defined in **a**. **c** Profiles of CpG methylation levels throughout the *Med13l*- (class I) and *Esrrb*-associated (class II) SEs with indication of PU (light green), DM (pink) and INT (grey) subregions. Each line gives the lowest-smoothed average of each individual CpG methylation across all individual cells in the corresponding cluster: 2i cluster (light blue), “naive-like” cluster (blue) and “primed-like” cluster (orange). **d** Heatmaps showing the relative levels of enrichment (median log_2_ fold change of ChIP-seq signal (RPKM + 1) over input signal (RPKM + 1)) for selected histone marks (left panel) and CpG methylation regulators (right panel) at PU, DM and INT subregions in bulk ESCs grown in serum/LIF. Enrichment scores for each feature are scaled by dividing by the mean enrichment score for that feature across all subregions. See Supplementary Data 1 for dataset accession numbers. **e** Box plots representing the distribution of methylation variances across PU (green) and DM (magenta) subregions for each individual cell analysed in different treatment conditions (2i and serum wild-type ESCs, and *Dnmt3a/b* DKO and *Tet1-3* TKO ESCs grown in serum/LIF)^30,31^. **f** Receiver operating characteristic (ROC) curves comparing the performance of naive (yellow), general (orange) and primed (red) pluripotency gene sets in discriminating “naive-like” and “primed-like” cell clusters based on the average of their normalised expression levels (left panel). ROC curves comparing the performance of individual naive pluripotency genes (discriminating “naive-like” and “primed-like” cell clusters based on normalised expression level), illustrating *Esrrb*, *Klf2* and *Zfp42* as best classifiers of “naive-like” and “primed-like” clusters (AUC values = 0.928, 0.963 and 0.948 respectively; *p* = 10^−5^; right panel).

Using hierarchical clustering (see Methods section), we identified two subpopulations in serum/LIF ESCs: “naive-like” cells showing hypomethylated DM subregions as seen in 2i/LIF, and “primed-like” cells harbouring higher methylation level and variance at the same regions (Fig. 4a, b, Supplementary Fig. 6a). CpG methylation dynamics at DM subregions were also evident when comparing the profiles of individual class I (*Med13l*) and class II (*Esrrb*) SEs in the two cell clusters (Fig. 4c and Supplementary Fig. 6b for additional examples). These modulations correlated with changes in the expression of class II but not class I SE-associated genes, suggesting functional importance. Here, class II genes were highly expressed in “naive-like” cells only (Supplementary Fig. 6c, d), in agreement with the DM hypomethylated status of these cells. This suggests that epigenetic heterogeneity at DM subregions might selectively destabilise the expression of ESC-specific genes, enabling their acute downregulation upon exit from naive pluripotency.

Given the importance of PU subregions, we sought to investigate how these enhancer units are protected from similar CpG methylation dynamics in ESCs. Interrogating available bulk ESC ChIP-seq datasets in serum/LIF (Supplementary Data 1), we found that PU relative to DM and INT subregions harboured higher enrichment for H3K4me3 in contrast to H3K4me1 or H3K27ac (Fig. 4d, left panel). H3K4me3 is known to repel the binding of de novo DNA methyltransferases DNMT3A and DNMT3B (DNMT3s), possibly leading to less CpG methylation at these sites^34,35^. We therefore compared the relative occupancy of DNMT3s at SE subregions, along with the antagonistic enzyme TET1, which is capable of removing CpG methylation in a multistep process^36^. As anticipated, PU subregions showed significantly lower DNMT3s occupancy and higher recruitment of TET1 (Fig. 4d, right panel). By comparison, DM subregions appeared to be co-bound by TET1 and DNMT3s, especially DNMT3A known to target naive enhancers upon ESC differentiation^37^. To evaluate whether PU and DM subregions could be predicted based on these epigenetic signatures, logistic regression models were fitted with subregion type as a binary outcome (DM vs PU) and a set of individual features as quantitative predictor variables (see Methods section). All features tested apart from H3K27ac were significantly associated with DM/PU status (Supplementary Data 8). Increased ChIP-seq enrichment for DNMT3s and H3K4me1 were found highly predictive of the DM status, while TET1, H3K4me3 and ATAC-seq signals were most closely associated with the PU status. CpG density also appeared to be a better predictor of PU units, in coherence with TET1 preferential binding to CpG-rich regions^38–40^. Interestingly, 17% of PU subregions harboured high CpG density (above 0.05; Supplementary Fig. 6e), alone accounting for their hypomethylated status^41^ as predicted.

To further our understanding of how DNMT3s and TET binding impacts on CpG methylation dynamics at the single-cell level, we used available sc-BS-seq data collected from DNMT3A/B double and TET1-3 triple knockout (KO) ESCs grown in serum/LIF^31^. Variance in CpG methylation at PU subregions remained mostly unchanged upon the loss of either DNMT3 or TET proteins (Fig. 4e), pointing to a non-exclusive protective role for TET binding at these subregions. In contrast, methylation variance at DM regions was highly reduced upon loss of DNMT3s and to a much lesser extend in TETs KO ESCs. This indicates that CpG methylation dynamics at DM subregions depend on the activity of de novo methyltransferases, and furthermore suggests that TET-mediated demethylation might not be a main driver of epigenetic heterogeneity at SEs, as similarly reported using allele-specific reporters of candidate SEs^33^.

### ESRRB most specifically demarcates DM subregions within SEs

To explore the additional regulators of CpG methylation at DM subregions besides DNMT3s, we used available sc-RNA-seq^30^ to ask whether sporadic induction of early differentiation/primed pluripotency genes in serum/LIF^42^ could play a part in the observed cell-to-cell epigenetic heterogeneity. Receiver operating characteristic (ROC) curves were generated to evaluate, on the basis of their normalised expression levels,  the ability of co-expressed or individual genes to separate “naive-like” from “primed-like” single-cell clusters defined in Fig. 4a (see Methods section and ref. ^43^). Notably, three gene sets were tested encoding for naive, general or primed pluripotency markers (Supplementary Data 4). Our results ruled out that the latter drives (as genetic oscillators) the metastable epigenetic state of DM subregions, instead pointing to a role for naive pluripotency factors (Fig. 4f, left panel). Among these factors, *Esrrb, Klf2 and Rex1*/*Zfp42* (area under the ROC curve (AUC) values > 0.92, *p* = 10^−5^) were identified as top genes whose increased expression best discriminates “naive-like” cells from “primed-like” cells (Fig. 4f, right panel; Supplementary Fig. 6f). In contrast, *Oct4*, *Klf4, Nanog* or *Nr5a2* provided less predictive power. These findings raise the possibility that heterogeneous expression and/or binding of specific naive pluripotency TFs could regulate the local CpG methylation dynamics and accessibility of SE subregions.

To interrogate the role of TF binding in defining distinctive chromatin states along SEs, we analysed TF motif enrichment in PU, DM and INT subregions, and examined the expression status of TFs corresponding to these motifs (see Methods section). Approximately half of the statistically enriched motifs (hypergeometric test, Benjamini–Hochberg (BH) adjusted *p* < 0.05) in either PU or DM subregions were attributed to at least one corresponding TF expressed in serum/LIF ESCs (RPKM ≥ 1; Supplementary Fig. 7a). In contrast, INT subregions harboured statistically enriched motifs that correspond to less frequently expressed TFs (*p* < 3 × 10^−6^) including differentiation-associated TFs induced later in development (Supplementary Data 5).

Interestingly, the cognate motif for ESRRB/NR5A2 showed strong enrichment in DM subregions only (*p* < 5 × 10^−9^), while the KLF/SP motif was found enriched in both DM (*p* < 3 × 10^−7^) and PU subregions (*p* < 2 × 10^−27^). These correspond to the pluripotency factors ESRRB/NR5A2 and KLF2, KLF4 or KLF5 that are highly expressed in naive pluripotency and downregulated as primed pluripotency is established (Fig. 5a, b). In addition, PU subregions encompassed multiple motifs of pluripotency TFs that remain expressed in EpiSCs, including OCT4 (*Pou5f1*) and SOX2. Collectively, our findings corroborate a possible role for naive pluripotency factors in regulating DM subregions, and furthermore suggest that PU might be maintained hypomethylated and accessible through hotspot binding of numerous TFs.

**Fig. 5:**
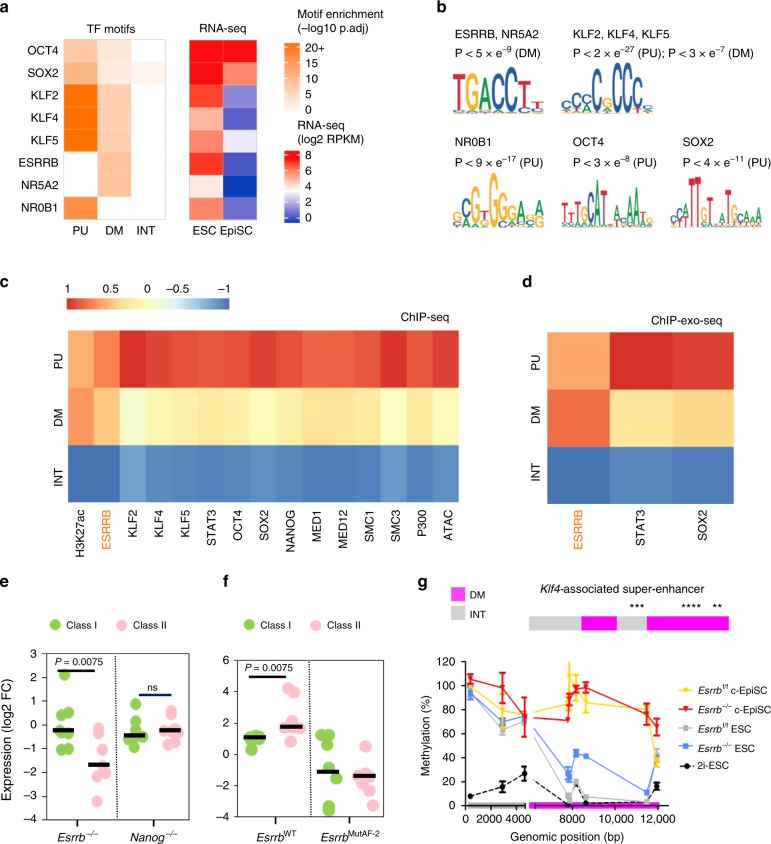
DM subregions are most specifically demarcated by high levels of ESRRB binding. **a** Transcription factor (TF) motif enrichment in PU, DM and INT subregions, and gene expression of corresponding TFs in ESCs (serum/LIF) and EpiSCs^25^. **b** Motifs and statistical enrichment (hypergeometric test, BH adjusted) for TFs shown in **a**. **c** Heatmap showing the relative enrichment levels (median log_2_ fold change of ChIP-seq signal (RPKM + 1) over input signal (RPKM + 1)) at SE subregions in ESCs for TFs, co-regulators and chromatin accessibility (ATAC-seq). **d** Heatmap showing relative enrichment levels (calculated as in **c**) at SE subregions in ESCs for ESRRB, SOX2 and STAT3-independent ChIP-exo datasets. Enrichment scores for each feature are scaled by dividing by the mean enrichment score for that feature across all subregions. See Supplementary Data 1 for dataset accession numbers. **e** Expression changes (RT-qPCR) relative to control ESCs of selected class I (*Oct4*, *Smarcad1*, *Otx2*, *Lefty1*, *Klf13*, *Med13l*, *Tet1* and *Nanog*) and class II (*Tfcp2l1*, *Klf2*, *Klf4*, *Klf5*, *Tdh*, *Tbx3*, *Tet2* and *Esrrb*) SE-associated genes in *Esrrb-*depleted (^−/−^) and *Nanog*^−/−^ ESCs. Medians are indicated by bars. Mann–Whitney test was used to compare class I (light green) and class II (pink) expression behaviour. **f** Expression changes (RT-qPCR) in WT or MutAF-2 transfected *Esrrb*^−/−^ ESCs relative to empty vector are shown for selected class I and class II SE-associated genes as in **a**. Data represent three independent experiments (*n* = 3). **g** CpG methylation at different CpG positions (asterisks) within DM (magenta) and INT (grey) subregions of the *Klf4*-associated SE in *Esrrb*^−/−^ (blue) and control (^f/f^; grey) ESCs and corresponding converted EpiSCs (c-EpiSCs; red and orange, respectively), as well as in control ESCs cultured in 2i/LIF (2i; black dashed). The profile of *Esrrb*^*−/−*^ ESCs was not analysed in 2i/LIF due to loss of cell viability as previously reported^50^. Data are means ± s.e.m. of three independent experiments (*n* = 3). Source data are provided as Supplementary Data 10.

In agreement, inspection of the relative enrichment for ESRRB, KLF2, KLF4, KLF5, STAT3 and OSN at PU, DM and INT subregions in ESCs along with other enhancer constituents revealed that all proteins examined were more enriched at PU subregions (Fig. 5c, Supplementary Data 1). While DM subregions displayed lower protein enrichment, we noticed that, of all the TFs evaluated, ESRRB showed the strongest binding at these subregions. Interrogation of independent datasets generated using a modified ChIP-seq protocol with improved site resolution (ChIP-exo)^44^ confirmed that DM subregions were indeed highly bound by ESRRB compared to STAT3 and SOX2 (Fig. 5d). These results point to a prominent role for ESRRB in demarcating and possibly regulating DM subregions in ESCs in line with our single-cell analyses (Fig. 4f).

### ESRRB binding inhibits de novo methylation at DM subregions

To support our conclusion, we asked whether ESRRB is necessary for the enhancer activity of DM-containing SEs in ESCs. For this, we compared the expression fold changes of selected class I (PU containing) and class II (DM-containing only) SE-associated gene candidates in *Esrrb*-depleted (^−/−^) ESCs^45^, and *Nanog*^−/−^ ESCs^28^ for comparison, relative to control populations. We found that the expression of class II SE-interacting promoters was uniquely sensitive to the depletion of ESRRB compared to class I candidates (Fig. 5e, Supplementary Fig. 7b, c). A similar trend was observed upon depletion of NCOA3 (Supplementary Fig. 7d, e), an essential co-activator of ESRRB in ESCs^46^. *Nanog*^−/−^ ESCs, in contrast, showed no clear segregation between class I and class II candidates (Fig. 5e, right panel). Re-introducing wild-type (WT) *Esrrb* in *Esrrb*^−/−^ ESCs (*Esrrb*^WT^) enhanced the expression of almost all genes tested, with a more pronounced gain at class II compared to class I genes (Fig. 5f, Supplementary Fig. 7f, g). *Esrrb*^−/−^ ESCs were also transfected with a AF-2 mutant (MutAF-2) *Esrrb* form where the ability of ESRRB to recruit co-activators at bound sites is abolished^46^. *Esrrb*^MutAF-2^ cells showed lowered class I and class II gene expression (Fig. 5f, right panel) and could not be maintained in culture. This suggests that overexpressing mutant ESRRB protein might impede the formation of activation protein complexes at SEs, triggering spontaneous differentiation.

Collectively, these findings confirm ESRRB as a potent regulator of self-renewal and transcription in ESCs with class II SE-associated genes being distinctively sensitive to the loss of ESRRB. We note, however, that the expression of these genes further declined in converted EpiSCs (c-EpiSCs) from −/− and control ESCs, implying that the constitutive depletion of ESRRB might destabilise but not fully inactivate DM-containing SEs in ESCs. This agrees with the maintenance of an undifferentiated state in *Esrrb*^−/−^ ESCs, showing no induction of the early *Otx2*, *Fgf5* and *Dnmt3b* differentiation markers and retained expression of *Pou5f1*, *Sox2* and *Nanog* in serum/LIF (see Supplementary Fig. 7h and ref. ^45^). To corroborate whether the methylation state of DM subregions was also affected by the loss of ESRRB binding, we focussed on the *Klf4* locus as an example of class II SE-interacting promoters (Supplementary Fig. 7g) and a model gene target of ESRRB^46,47^. Using an assay combining digestion with methylation-sensitive restriction nucleases and locus-specific qPCR amplication^48^, we examined CpG sites spanning DM and INT subregions of *Klf4*-associated SE (Fig. 5g). Results revealed an increase in CpG methylation at all DM sites analysed in *Esrrb*^−/−^ compared to control (^f/f^) ESCs. As anticipated, methylation reached similarly high levels at DM and INT sites in c-EpiSCs, where *Klf4* expression is extinguished (Supplementary Fig. 7h). These findings suggest that ESRRB might promote the expression of class II genes, at least partly, by conferring resistance to de novo methylation at DM subregions.

### ESRRB-mediated mediator and POL2 activity at DM subregions

ESRBB is known to facilitate the recruitment of key TFs and co-activators at ESRRB-bound enhancers in ESCs^46,49–52^. To further elucidate the molecular consequences of ESRRB depletion, we investigated the binding of OCT4, P300 and MED1 at the *Klf4*-associated SE using ChIP-qPCR assays (Fig. 6a; also Supplementary Fig. 8a, b for an extended analysis). No major alteration in the binding profile of either OCT4 or P300 across all regions tested was observed, as previously reported^44^. In contrast, we found that MED1 recruitment was significantly reduced or abolished in the absence of ESRRB. Given the essential role of MED1 in regulating enhancer–promoter interactions in ESCs^8,53^, we examined the profile of chromatin interactions at the *Klf4* locus using circular chromosome conformation capture (4C-seq) assays in 2i/LIF ESCs (2i) and both control (^f/f^) and *Esrrb*^−/−^ ESCs grown in serum/LIF (ser) with declining levels of MED1 binding (Fig. 6b). Strong interactions were detected in 2i- and weaker interactions in ser-ESCs where cell heterogeneity is most apparent (see Fig. 4). As anticipated, *Klf4* promoter–SE interactions were further lowered in *Esrrb*^−/−^ ESCs, particularly at DM subregions (Fig. 6b, Supplementary Fig. 8c). This was accompanied by reduced POL2 recruitment and expression of eRNA (Fig. 6c, d, Supplementary Fig. 8f, g), further demonstrating decreased enhancer activity at the *Klf4*-associated SE.

**Fig. 6:**
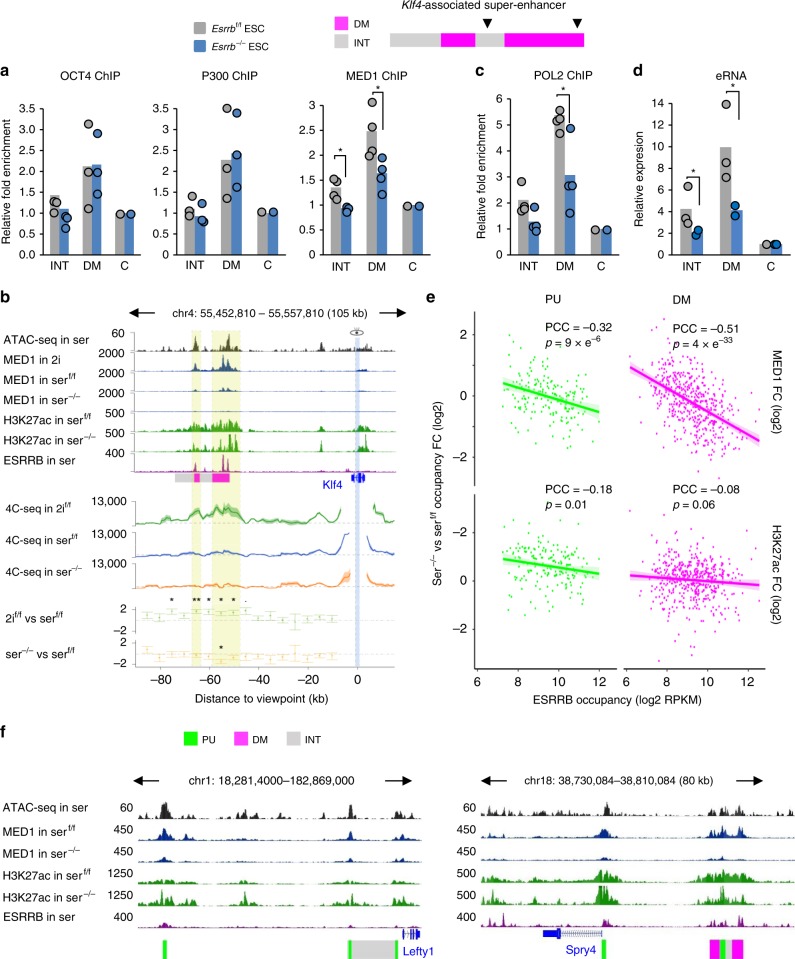
Destabilised enhancer activity at DM subregions upon depletion of ESRRB in ESCs. **a** ChIP-qPCR for OCT4, P300 and MED1 at indicated sites (arrowheads) along the *Klf4*-associated SE in *Esrrb*^−/−^ and control (^f/f^) ESCs. Data are expressed as fold enrichment over input and normalised to a flanking control (C) region. Data are represented as means (bar plots) and individual values (dots) of independent experiments (*n* = 3 for OCT4 and P300; *n* = 4 for MED1). *Statistically significant difference (Mann–Whitney test, *p* < 0.05). **b** Top: ATAC-seq in serum/LIF (ser), MED1 in 2i/LIF (2i) and ESRRB in serum/LIF (ser) (Supplementary Data 1) along with MED1 and H3K27ac in control (ser^f/f^) and *Esrrb*^−/−^ ESCs grown in serum/LIF (ser^−/−^) at the *Klf4* locus. *Y*-axis indicates RPKM and starts at 0; bottom: 4C-seq interactions between the *Klf4* promoter viewpoint (blue band) and SE in control ESCs grown in 2i/LIF (2i^f/f^) or in serum/LIF (ser^f/f^), and in serum/LIF *Esrrb*^−/−^ ESCs (ser^−/−^). *Y*-axis indicates RPKM and starts at 0. The bottom two tracks show the 4C-seq interaction fold changes (log2) in 2i^f/f^ and ser^−/−^ compared to ser^f/f^ in bins of 5 kb. Promoter–SE interactions at the ESRRB/MED1 occupied DM regions (yellow bands) are significantly stronger in 2i and weaker in ser^−/−^. *p < 0.05, **p < 0.01; DEseq2; (*n* = 3 independent experiments). **c** ChIP-qPCR for POL2 at the same sites as in **a** in *Esrrb*^−/−^ and *Esrrb*^f/f^ ESCs. Data are expressed as fold enrichment over input and normalised to control (C) region. Data are represented as means and individual values of independent experiments (*n* = 4). Statistically significant difference (Mann–Whitney U test, *p < 0.05). **d** Expression of eRNA at the same sites as in **a** in *Esrrb*^−/−^ and *Esrrb*^f/f^ ESCs. Data are normalised to control (C) region and are represented as means and individual values of biological replicates; (*n* = 2 for *Esrrb*^−/−^; *n* = 3 for *Esrrb*^f/f^). *Statistically significant difference (Mann–Whitney test, *p* < 0.05). **e** MED1 and H3K27ac occupancy changes in *Esrrb*^−/−^ (ser^−/−^) compared to control (ser^f/f^) ESCs. PCC, Pearson’s correlation coefficient; (*n* = 2 independent experiments). **f** ChIP-seq tracks of MED1 and H3K27ac in *Esrrb*^−/−^ (ser^−/−^) and control (ser^f/f^) ESCs, as well as ESRRB and ATAC at *Lefty1* and *Spry4* -associated SEs. Source data are provided as Supplementary Data 10.

To establish the specific dependency of MED1 occupancy on ESRRB binding across all PU and DM subregions, ChIP-seq of MED1 and H3K27ac as a control were performed in ESRRB-depleted and control ESCs (this study). 

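MED1, a subunit of the Mediator co-activator, and H3K27ac, a histone mark of active enhancers, were profiled by ChIP-seq in *Esrrb*-/- ESCs and in control *Esrrb* f/f ESCs grown in serum/LIF. Each immunoprecipitation used 8 µg of antibody on 800 µg of chromatin for MED1 and 5 µg of antibody on 500 µg of chromatin for H3K27ac, and 2 replicate libraries were made per antibody and genotype. The authors deposited 1 RPKM value (reads per kilobase of subregion, scaled to a total for each condition) for each SE subregion, antibody and genotype, without separate values for the replicate libraries. The spread between replicates is therefore unknown for the pooled values used here, and no test between genotypes was made on them. Values were given for 671 subregions in 223 SEs, 183 PU and 488 DM, with coordinates on the mouse genome build mm9. For each subregion the log2 fold change was calculated as the log2 ratio of the RPKM in *Esrrb*-/- over that in *Esrrb* f/f ESCs after adding 1 RPKM to each, so a negative value is lower in *Esrrb*-/- ESCs. Medians over subregions are given with 95% intervals from 10000 resamplings of whole SEs, which describe the spread between SEs in this pair of cell lines and not the spread between experiments. Shares of subregions are given with Wilson 95% intervals, and single subregions with 95% counting intervals calculated from the number of reads behind each RPKM, which cover counting error only.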

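MED1 RPKM at DM subregions had a median of 555 in *Esrrb* f/f and 459 in *Esrrb*-/- ESCs, and at PU subregions of 679 in *Esrrb* f/f and 620 in *Esrrb*-/- ESCs. The median MED1 log2 fold change was −0.18 (95% interval −0.28 to −0.08) at DM subregions and −0.03 (−0.13 to 0.07) at PU subregions. The difference between these medians, DM minus PU, was −0.14 (−0.27 to −0.03). Among 10000 random sets of subregions matched to the DM subregions on mean MED1 RPKM, none had a median as low as that of the DM subregions, and the median of these sets was −0.10. These sets are drawn from single PU and DM subregions together and do not keep the subregions of an SE together. With 1 value per SE and type, the difference DM minus PU was −0.11, and its interval included 0 (−0.26 to 0.01). MED1 was lower in *Esrrb*-/- ESCs at 292 of 488 DM subregions (59.8%, Wilson 95% interval 55.4% to 64.1%) and at 97 of 183 PU subregions (53.0%, 45.8% to 60.1%). A decrease of at least 1.5 times was found at 150 DM (30.7%, 26.8% to 35.0%) and 30 PU subregions (16.4%, 11.7% to 22.4%), and an increase of at least 1.5 times at 74 DM (15.2%) and 25 PU subregions (13.7%). Changes beyond the counting interval of the subregion were found in both directions, with 202 DM subregions below 0 and 103 above it. Of the alternative settings, the difference DM minus PU moved most, to −0.27, with subregions at or above the 25th percentile of mean MED1 RPKM only. Matched on control MED1 RPKM, as a separate test of a technical explanation, it was −0.28. The median of each type and the shares moved most when the reads behind each RPKM were scaled to the mapped read pairs of the libraries instead, a choice made after seeing the data. This scaling shifted each MED1 log2 fold change by about −0.77, to a median of −0.95 at DM and −0.81 at PU subregions, and MED1 was then lower at 91.2% of DM and 90.7% of PU subregions. Duplicates were removed before reads were counted on subregions, and whether the mapped read pairs still hold them is not stated. Scaled to the reads in all PU and DM subregions, also chosen after seeing the data, the direction of the medians turned. They were 0.10 at DM and 0.24 at PU subregions, with lower MED1 at 44.5% and 33.9%. This scaling makes the total of these reads equal in both genotypes, so it cannot show a loss shared by all subregions.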

In line with our ChIP-qPCR, strong loss of MED1 occupancy in *Esrrb*^−/−^ cells was confirmed genome wide (Fig. 6e). Importantly, the degree of MED1 loss correlated significantly with ESRRB occupancy levels in WT ESCs, particularly at DM subregions (PCC = −0.51, *p* = 4 × 10^−33^). In contrast, ESRRB depletion did not significantly affect the H3K27ac levels of PU and DM subregions. 

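ESRRB occupancy in wild-type ESCs was not used here, and chromatin accessibility and the ESRRB/NR5A2 motif of Fig. 5b were used in its place. Across DM subregions, the MED1 log2 fold change fell with the ATAC-seq signal in serum/LIF ESCs given in Supplementary Data 3, with a Spearman correlation of −0.26 (95% interval −0.36 to −0.17) and a Pearson correlation of −0.26 (−0.35 to −0.17). These correlations are across subregions, which are not independent replicates. The core motif sequence AAGGTCA, or its reverse complement TGACCTT, was found in the mm9 sequence of 184 of the 488 DM subregions. DM subregions with the motif had a median MED1 log2 fold change of −0.47, and 78.8% of them had lower MED1 in *Esrrb*-/- ESCs. The 304 DM subregions without the motif had a median of 0.03, and MED1 was lower at 48.4% of them. DM subregions with the motif were longer, with a median length of 1464 bp against 632 bp, and the difference was therefore calculated within 5 bins of length, where it was −0.50 (−0.70 to −0.31). The sign of this difference was the same in each bin of length, and the length-matched difference stayed between −0.56 and −0.38 under all alternatives tried. Neither the motif difference nor the ATAC-seq correlation was matched on control MED1 RPKM. The MED1 log2 fold change fell with control MED1 across DM subregions (Spearman correlation −0.65), so a dependence on the starting MED1 level was not removed.

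**Figure D1:**
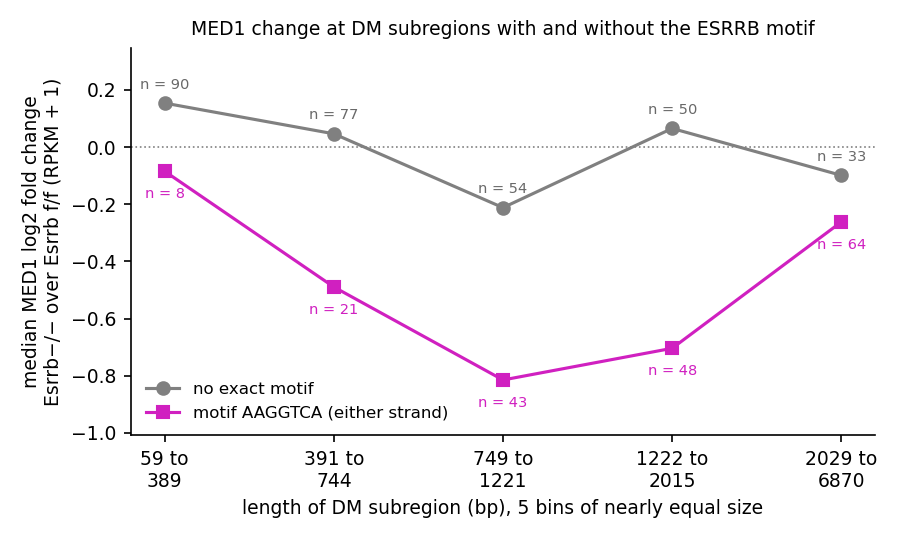
Median MED1 log2 fold change (*Esrrb*-/- over *Esrrb* f/f ESCs, RPKM + 1) of DM subregions with and without the exact motif, in 5 bins of subregion length in bp, with the number of DM subregions at each point. The subregions with the motif lie below those without it in each bin, by the most in the bin from 749 to 1221 bp, where the medians are −0.81 and −0.21, and in the bin from 1222 to 2015 bp, where they are −0.70 and 0.07.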

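H3K27ac RPKM at PU subregions had a median of 506 in *Esrrb* f/f and 714 in *Esrrb*-/- ESCs, and at DM subregions of 526 and 532. The median H3K27ac log2 fold change was 0.66 (95% interval 0.44 to 0.81) at PU subregions and 0.12 (0.03 to 0.21) at DM subregions, and the difference DM minus PU was −0.54 (−0.71 to −0.35). H3K27ac was higher in *Esrrb*-/- ESCs at 151 of the 183 PU subregions (82.5%, Wilson 95% interval 76.4% to 87.3%) and at 283 of the 488 DM subregions (58.0%, 53.6% to 62.3%). An increase of at least 1.5 times was found at 100 PU subregions (54.6%) and 105 DM subregions (21.5%), and a decrease of that size at 13 PU (7.10%) and 88 DM subregions (18.0%). Scaled to mapped read pairs, the H3K27ac medians were 0.34 at PU and −0.20 at DM subregions, with H3K27ac higher at 65.0% and 35.7%. Scaled to the reads in all PU and DM subregions, they were 0.19 (−0.04 to 0.33) and −0.36, with H3K27ac higher at 56.8% and 24.8%, so the direction at DM subregions depended on the scaling. The MED1 log2 fold change minus that of H3K27ac at the same subregion was higher at DM than at PU subregions, with a difference of medians of 0.43 (0.18 to 0.60).

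**Figure D2:**
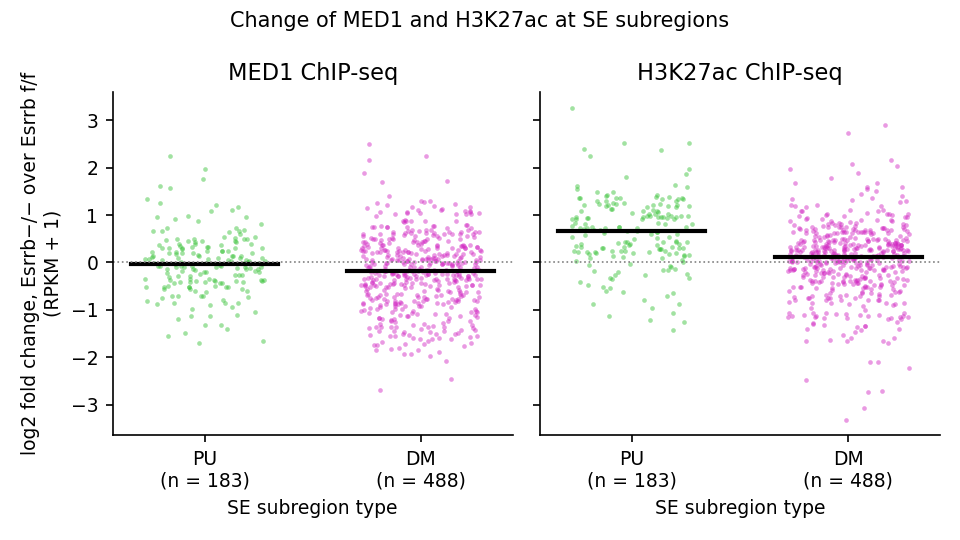
Log2 fold change of MED1 (left) and H3K27ac (right) in *Esrrb*-/- over *Esrrb* f/f ESCs (RPKM + 1) at the 183 PU and 488 DM subregions. Each point is 1 subregion and the black line is the median of the group. The DM median minus the PU median is −0.14 for MED1 and −0.54 for H3K27ac.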

As MED1 can be recruited by multiple TFs^54,55^, the relationship between ESRRB occupancy and MED1 loss was also examined in the context of OCT4 binding as control. Using a linear regression model (see Methods section; Supplementary Data 9), we found no significant association between OCT4 binding scores in ESCs and the loss of MED1 upon ESRRB depletion (Student’s *t*-test, *p* = 0.27), highlighting the specificity of ESRRB–MED1 association in our model system.

Collectively, our results dissect SEs into ESRRB-dependent (DM) subregions that most specifically regulate ESC-specific pluripotency genes and become decommissioned in the primed state. These SE subregions are highly bound by ESRRB in naive ESCs and display strong loss of MED1 occupancy and enhancer activity in ESRRB-depleted cells concomitant with the acquisition of CpG methylation (e.g., *Klf4*). In contrast, PU subregions retain MED1 occupancy in ESRRB-depleted cells. These regions are associated with genes that maintain or even gain expression in primed pluripotency (e.g., *Lefty1*, Fig. 6f, left panel). 

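Of the DM subregions with values, 209 lay in the 94 SEs with DM subregions only (class II) and 279 in the 106 SEs that also contain PU subregions (class I). The median MED1 log2 fold change was −0.34 at DM subregions of class II SEs, 67.9% of which had lower MED1 in *Esrrb*-/- ESCs, and −0.06 at DM subregions of class I SEs, 53.8% of which had lower MED1. The difference between these medians, class II minus class I, was −0.28 (95% interval from resampled SEs −0.61 to −0.05). For the candidate genes of Fig. 3d, the 37 DM subregions of SEs linked to 9 of the 10 class II genes had a median of −0.09 (−0.73 to 0.44), and 19 of them had lower MED1. This median lay at percentile 79.0 of 10000 random sets matched on mean MED1 RPKM. The random sets here were drawn from PU and DM subregions together and not matched on type, so the percentiles also reflect the type of a list. These 9 genes include *Esrrb* itself, which *Esrrb*-/- ESCs lack, and its SEs were not left out. The median is the value of a DM subregion on chromosome 12. In that stretch, from 87810910 to 87846134, the values ran from −0.09 to 1.25. All values of this stretch thus lie at or above the median of the list, which would be lower without the mutated locus. The list was not evaluated without it. Its median and percentile are therefore no sign that MED1 was kept at the SEs of the other class II genes. The 23 DM subregions of SEs linked to the 9 class I genes had a median of −0.46 (−0.69 to −0.08), at percentile 6.48, and the 18 PU subregions of the same SEs had a median of −0.13 (−0.63 to 0.07), at percentile 90.6. Collectively from its results, which for DM subregions also include enhancer activity and CpG methylation, the paper concludes that SEs can be divided into DM subregions that depend on ESRRB and PU subregions that keep MED1 without it.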

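The *Klf4*-linked SE on chromosome 4 (mm9) is a class II SE with values for 2 DM subregions. The first, from 55476757 to 55479054, lies over an exon of the non-coding gene *Gm12510*, 60959 bp from *Klf4*, and has no exact AAGGTCA motif. Its MED1 was 987 RPKM in *Esrrb* f/f and 614 RPKM in *Esrrb*-/- ESCs, a log2 fold change of −0.68 (95% counting interval −0.87 to −0.50). The other, from 55484129 to 55490998, is intergenic, 49015 bp from *Klf4*, and was supported by 3832 reads in *Esrrb* f/f and 813 in *Esrrb*-/- ESCs. Its MED1 was 1313 RPKM in *Esrrb* f/f and 513 RPKM in *Esrrb*-/- ESCs, a log2 fold change of −1.35 (−1.46 to −1.24). This subregion contains the motif at 55489299 to 55489305 on the plus strand, in the sequence GAACACAATCAAGGTCAGGACCTAAGT, and at 55490333 to 55490339 on the minus strand, in the plus-strand sequence GGATTGCTTTTGACCTTGGAGGCCCCA. H3K27ac was lower at both subregions as well, with log2 fold changes of −1.06 (−1.19 to −0.93) and −0.79 (−0.86 to −0.72). Both MED1 decreases were larger than the counting error and had the same sign under every scaling tried.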

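In the 106 SEs that hold PU and DM subregions with values, the types can be compared at the same locus. The mean MED1 log2 fold change of the DM subregions minus that of the PU subregions of the same SE had a median of 0.06 (95% interval −0.03 to 0.11) over these SEs. The DM subregions had the lower value in 48 of the 106 SEs (45.3%, Wilson 95% interval 36.1% to 54.8%). The median lay at percentile 79.2 of 10000 shufflings of the types within SEs, so no difference between PU and DM subregions of the same SE was detectable for MED1. The median turned to −0.02 with subregions of at least 500 bp only, and to −0.03 with subregions at or above the 25th percentile of mean MED1 RPKM. The comparison within SEs was not matched on control MED1 RPKM, and such matching moved the difference over all subregions to −0.28. PU and DM subregions can also lie close together. On chromosome 7, a PU subregion ends at 152048741 and a DM subregion of its SE starts at 152048743, so a fragment can cover both. For H3K27ac, the same comparison gave a median of −0.54, with the DM subregions lower in 84 of the 106 SEs (79.2%).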

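Supplementary Data 2 links *Lefty1* to 2 SEs on chromosome 1 (mm9), which hold 3 PU subregions with values and no DM subregion. The PU subregion from 182818735 to 182819503 is intergenic, 3736 bp from *Lefty2*, and carries the motif at 182819296 to 182819302 on the minus strand, in the plus-strand sequence GGAAGAGCTATGACCTTTGAGTGTCTG. Its MED1 was 2203 RPKM in *Esrrb* f/f and 2107 RPKM in *Esrrb*-/- ESCs, a log2 fold change of −0.06 (95% counting interval −0.24 to 0.12). The PU subregion from 182854781 to 182855305, which is intergenic and 9848 bp from *Lefty1*, had 1666 RPKM in *Esrrb* f/f and 1830 RPKM in *Esrrb*-/- ESCs, a log2 fold change of 0.13 (−0.11 to 0.38). The PU subregion from 182863814 to 182864278, 875 bp from *Lefty1*, had 588 RPKM from 116 reads in *Esrrb* f/f and 1412 RPKM from 151 reads in *Esrrb*-/- ESCs, a log2 fold change of 1.26 (0.91 to 1.61). Scaled to mapped read pairs, a choice made after seeing the data, the MED1 log2 fold changes of these subregions were −0.84, −0.64 and 0.49. Scaled to the reads in all PU and DM subregions, also chosen after seeing the data, they were 0.21, 0.41 and 1.54, so the direction at the first and second of them depended on the scaling. H3K27ac was higher in *Esrrb*-/- ESCs at each of them, with log2 fold changes of 0.72, 0.97 and 0.75.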

Lastly, partial decommissioning of SEs that contain both PU and DM subregions explains the lowered but not completely lost expression of some pluripotency genes during early embryonic development (e.g., *Spry4*, Fig. 6f, right panel).

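*Spry4* is linked to 2 SEs on chromosome 18 (mm9). The SE at the gene itself holds a PU subregion from 38760851 to 38761902, which overlaps exon and UTR sequence of *Spry4* and an exon of *Arhgap26*. The MED1 log2 fold change there was −0.42 (95% counting interval −0.61 to −0.23), and that of H3K27ac was 1.20 (1.07 to 1.32). The other SE lies within *Arhgap26* and holds a PU subregion between 2 DM subregions. MED1 had a log2 fold change of −0.54 (−0.72 to −0.37) at the DM subregion from 38788296 to 38790766, of −0.56 (−0.74 to −0.38) at the PU subregion from 38790905 to 38792298, and of −1.24 (−1.42 to −1.06) at the DM subregion from 38793940 to 38796791. Centred on the median of each chromosome, the MED1 log2 fold changes of these 4 subregions, in the order given, were −0.01, −0.14, −0.15 and −0.83, and scaled to mapped read pairs, a setting chosen after seeing the data, they were −1.19, −1.32, −1.33 and −2.01. The counting intervals of the first DM subregion and of the PU subregion overlap, and that of the last DM subregion lies below both. This last subregion contains the motif at 38796056 to 38796062 on the minus strand, in the plus-strand sequence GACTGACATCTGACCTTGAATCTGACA, and at 38796542 to 38796548 on the plus strand, in the sequence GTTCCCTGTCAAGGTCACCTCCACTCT. H3K27ac fell by 0.79 and 0.74 on the log2 scale at the DM subregions and had a log2 fold change of 0.27 (0.17 to 0.38) at the PU subregion between them, where the scaling to mapped read pairs gave −0.05.

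**Figure D3:**
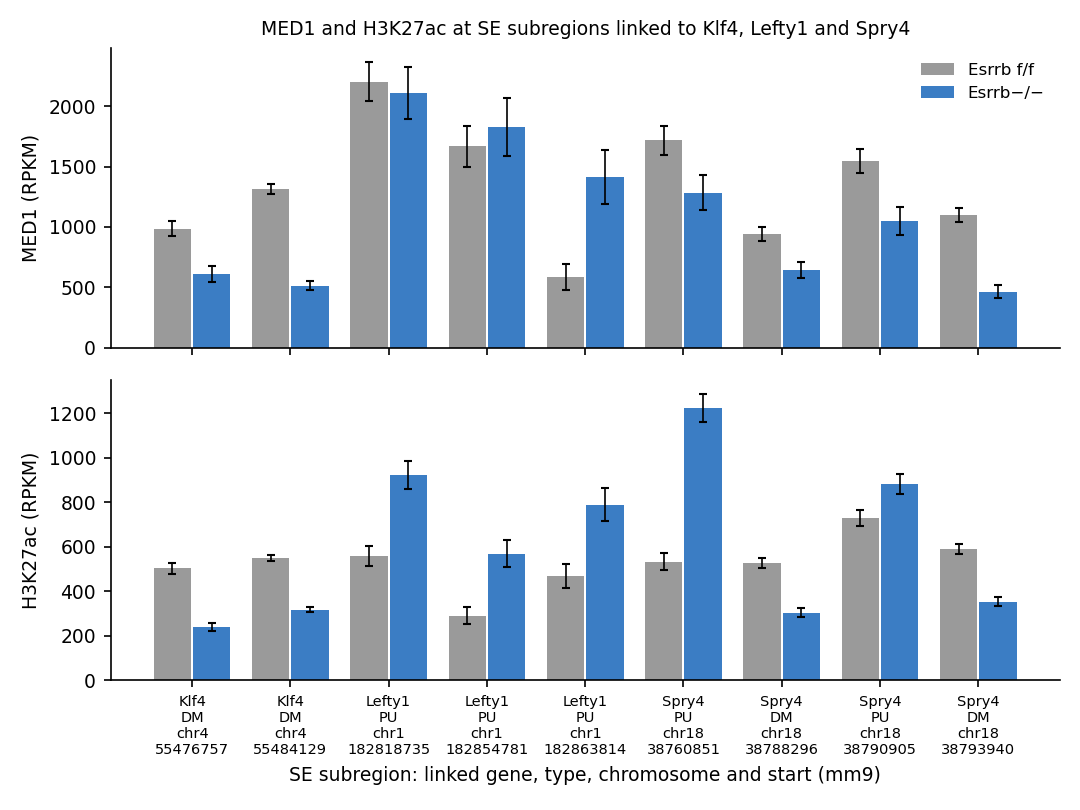
MED1 (top) and H3K27ac (bottom) RPKM in *Esrrb* f/f (grey) and *Esrrb*-/- (blue) ESCs at the PU and DM subregions of the SEs linked to *Klf4*, *Lefty1* and *Spry4*. Error bars are 95% counting intervals from the reads behind each RPKM, and there is 1 pooled value per bar. H3K27ac is lower in *Esrrb*-/- ESCs at the 4 DM subregions and higher at the 5 PU subregions, where the log2 fold change of the *Spry4* PU subregion at 38790905 falls below 0 when scaled to mapped read pairs.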

## Discussion

SEs are defined as clusters of enhancer units located within large domains of H3K27ac deposition and cell-type-specific TF binding. How these domains are organised and to which extent enhancer units within SEs are functionally equivalent is still the matter of debate^44,56–60^. In our study, we delved into these questions in the context of ESCs, particularly at the earliest steps of differentiation where the exit from naive pluripotency is regulated. Under serum/LIF conditions, we show that enhancer units within SEs are linked together by methylated interstices (INT), as previously suggested^61^. The focal unmethylated subregions of SEs coincide with the binding of TFs and co-regulators (e.g., MED1 and POL2) where SE–promoter interactions preferentially assemble, in agreement with the concept of hub enhancers^62^. Moreover, we find that the prevalence of chromatin interactions and eRNA transcription at unmethylated over methylated regions is conserved under 2i/LIF conditions, which enforce a globally hypomethylated state in ESCs (Supplementary Figs. 3h–j and 8d). This suggests that the organisation of SEs is largely imposed by cell-type-specific TFs, most likely counteracting CpG methylation at binding sites under permissive conditions^14,63–66^. Unexpectedly, however, we uncover pronounced differences in the dynamics of CpG methylation and chromatin configurations amongst SE enhancer units as unveiled at the onset of ESC differentiation. Functionally, we show that enhancer units within SEs partition into two subtypes (i.e., PU and DM) that follow independent fates during the naive-to-primed pluripotency transition. While PU subregions remain hypomethylated, highly accessible and hotspots of protein binding in ESCs and EpiSCs, DM subregions are targeted by de novo methylation and loose their enhancer signatures (e.g., OCT4 binding, H3K27ac and ATAC-seq signals) in the primed cells. Hence, while PU and DM enhancer units are both engaged in ESCs, they become constitutively active (PU) or decommissioned (DM) in EpiSCs, as further established in the peri-implantation epiblast in vivo.

Remarkably, we find that PU subregions are not detected across all ESC SEs and most specifically regulate the expression of a core set of genes shared by naive and primed cells. This evokes a pivotal role for PU subregions in the upholding of pluripotency during this key developmental transition. Of interest, hotspots of TF binding were also reported within lineage-specific SEs with a prevalent role at the onset of progenitor differentiation^67,68^. Thus, PU-like subregions might similarly operate in other cell state transitions at different stages of development. Whether PU subregions mapped in pluripotent cells are subsequently inactivated upon gastrulation, as suggested by their methylated profiles in somatic cells (Supplementary Fig. 4g), and what are the molecular pathways protecting their activity prior to lineage specification are still to be fully delineated. Of relevance, previous studies suggest that selective naive enhancers transiently escape decommissioning via the binding of distinct TFs whose expression is regionalised during the patterning of the epiblast^69,70^. Conversely, we observe that a large number of germ-layer-associated TF motifs (e.g., HOX, IRX, NKX, OLIG, PAX and SOX) are enriched within INT (methylated) regions of SEs, pointing to the presence of “latent” lineage-specific enhancer units (or seed enhancers^10^). While these putative enhancer units are most likely inactive in pluripotent cells, they might become unveiled in a tissue-specific manner upon CpG demethylation in due course of development.

In contrast to PUs, we show that DM subregions are demarcated by a high-level of ESRRB binding. Concurringly, ESRRB’s cognate binding motif is strongly enriched at DM relative to PU subregions in contrast to other pluripotency TF motifs. Functionally, we establish that DM enhancer units regulate the expression of pre-implantation gene modules, and are uniquely sensitive to the loss of ESRRB that underlies or triggers the exit from naive pluripotency^48,50^. Focussing on the *Klf4-*associated (DM-containing) SE as a model locus, we demonstrate that ESRRB depletion in ESCs is sufficient to impede the loading of the mediator complexes at *Klf4*-associated SE, reduces the expression of its target gene, and promotes CpG methylation at DM subregions. This might involve methylation spreading from DNMT3B highly bound INT regions owing to the processive activity of DNMT3B enzymes^66,71^. ESRRB-dependent MED1 recruitment is further confirmed across all SEs genome wide, particularly at DM subregions, and is essential for maximal transcriptional activation by promoting class II SE–promoter interactions. Accordingly, we find that chromatin interactions at the *Klf4* locus are destabilised upon ESRRB depletion, concomitant with a reduction in POL2 recruitment and eRNA production. These findings corroborate knowledge of nuclear receptor-mediated gene activation mechanisms^72–74^, and furthermore are supported by the ability of ESRRB to interact with mediator and POL2 complexes in ESCs^46,49,51^. Given the importance of ESRRB in stabilising the recruitment of these complexes, possibly via its co-activator NCOA3, it will be of interest to study the role of ESRRB-NCOA3 in the formation of phase-separated condensates recently identified as key activation domains, particularly at SEs^54,55^.

Another most interesting feature of DM subregions is their varying levels of CpG methylation as revealed in individual ESCs. While both methylase and demethylase enzymes are co-recruited to DM subregions, we show that DNMT3s rather than TET activities drive methylation variance at SEs. Besides DNMT3s, we reveal that cell-to-cell DM epigenetic heterogeneity closely associates with the variable expression of *Esrrb*, which in turn is under the control of a DM-containing (class II) SE and dynamically methylated in cells initiating differentiation (see Fig. 4c and ref. ^48^). Given ESRRB’s ability to access ERRE binding sites within methylated regions^75^ and inhibit de novo CpG methylation upon binding (this study), we propose that a balance between DNMT3s and ESRRB activities instigates a metastable state at DM subregions prone for decommissioning upon exit from naive pluripotency (Fig. 7). This metastable state is thought to be resolved upon *Esrrb* silencing and subsequent consolidation of CpG methylation at these sites, facilitating the dismantling of the pre-implantation transcriptional programme as pluripotency is safeguarded post-implantation. In line with this model, depletion of DNMT3s is known to delay *Esrrb* extinction and the exit from naive ESC pluripotency (ref. ^76^ and our unpublished observations). It is worth noting that the action of ESRRB is not restricted to SEs but most likely extends to a subpopulation of TEs that are targeted by hypermethylation in EpiSCs and similarly sensitive to the loss of ESRRB in ESCs (Supplementary Fig. 9). Thus, our study highlights the pivotal role of ESRRB in regulating and partitioning naive enhancers during pluripotency state transitions^50,75^, and furthermore offers mechanistic insights into the nature of the molecular events that follow the loss of ESRRB during early development.

**Fig. 7:**
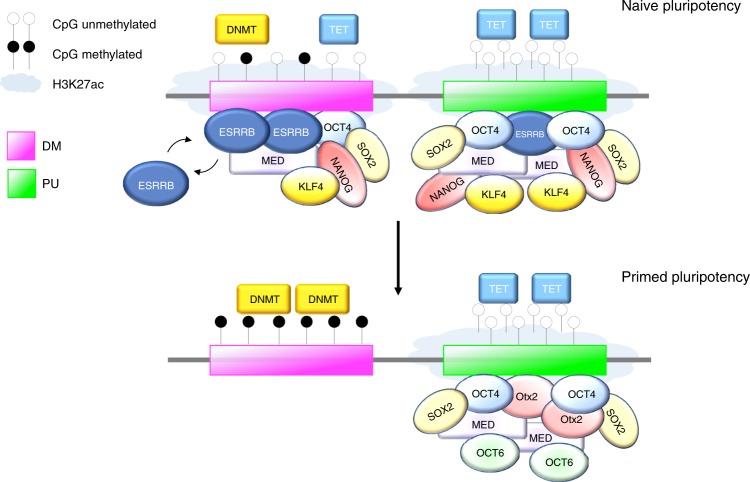
Proposed model depicting the role of ESRRB at SEs in pluripotent stem cells. In naive pluripotent cells, the dynamic expression and binding of the nuclear receptor ESRRB instigates a metastable state at DM subregions (magenta) by counteracting DNMT3s activities as reflected in cell-to-cell CpG methylation heterogeneity. In contrast, PU subregions (green) consist of hotspots of core and naive pluripotency TF binding and remain stably unmethylated. Upon ESRRB depletion and/or during the establishment of primed pluripotency, DM subregions are rapidly and selectively destabilised with the loss of mediator occupancy and consolidation of CpG methylated state, leading to their decommissioning in primed epiblast cells. In contrast, PU subregions remain unmethylated and highly bound by core and primed pluripotency TFs, indicative of their continued enhancer activity. The partitioning of enhancer units within SEs as constitutively active (PU) or decommissioned (DM) proposes a mechanism by which the pluripotency transcriptional programme can be partially reset during the naive-to-primed transition, preserving pluripotency as cells prepare for subsequent differentiation. Core (OCT4 and SOX2), naive (ESRRB, KLF4 and NANOG) and primed (OCT6 and OTX2) pluripotency TFs are represented along with the mediator protein complexes (MED), DNMT and TET enzymes.

## Methods

### Datasets

Gene Expression Omnibus accession numbers for the sequencing data generated in this paper are GSE124476 (BS-seq in EpiSCs), superseries GSE139189 (MED1, H3K27ac ChIP-seq and 4C-seq in *Esrrb*^−/−^ and control ESCs). All other publicly available datasets used are specified in Supplementary Data 1. The mm9 reference mouse genome was used for our study.

### Cell culture

Mouse ESCs were routinely cultured on 0.1% gelatin coated plates and maintained in Glascow Minimum Essential Medium (GMEM) media supplemented with 10% fetal bovine serum (serum), MEM non-essential amino acids, beta-mercaptoethanol, L-glutamine, sodium pyruvate, sodium bicarbonate, penicillin/streptomycin, LIF (prepared in-house) and the appropriate drug selection (serum/LIF conditions). Where mentioned, ESCs were adapted into serum-free culture conditions using either N2B27 or chemically defined medium (CDM^77^) supplemented with 1 μM PD0325901, 3 μM CHIR99021 and LIF (2i/LIF conditions). c-EpiSCs and embryo-derived EpiSCs were cultured in N2B27 (ref. ^26^) or CDM^25^, respectively, both supplemented with 20 ng/mL activin A and 12 ng/mL fibroblast growth factor 2 (FGF2). Mouse *Esrrb*^−/−^ ESCs^45^, *Nanog*^−/−^ ESCs^28^ and matching control populations have been previously described. *Ncoa3*^−/−^ and control ESCs were derived from mutant and WT B6/129 mice and kindly provided by Austin Cooney. For the generation of rescued *Esrrb*^−/−^ ESCs, cDNA encoding *Esrrb* WT or AF-2 point-mutant^46^ form was cloned into the pPyCAGIP vector, and one million of cells transfected with Lipofectamine 2000 and 2 μg of either of these two vectors or an empty vector (control). Twenty-four hour post-transfection 1 μg/mL puromycin was added for selection and after 8–10 days of culture individual ESC clones were isolated and expanded indefinitely under selection.

### Conversion of ESCs into EpiSCs

R1-ESCs (ATCC) used for conversion were cultured in 2i/LIF or serum/LIF. To induce conversion into the primed EpiSC state, ESCs were trypsinized and replated into CDM supplemented with FGF2 (12 ng/ml) and activin A (20 ng/ml), on serum-coated cultures plates^27^. Passage was performed after 4–5 days using collagenase II treatment. Cells were considered as stably converted (c-EpiSCs) after at least three passages in the presence of FGF2 and activin A.

### RT-qPCR

Total RNA was isolated and DNaseI-treated using the RNeasy mini kit (Qiagen). For eRNA detection, total RNA was isolated using Trizol (Invitrogen) and DNAse-treated was performed on purified RNA using TURBO DNA-*fre* Kit (Invitrogen). Samples were reverse-transcribed using SuperScript III (Invitrogen) and random primers following the manufacturer’s instructions. For quantification, cDNA (or DNA) samples were amplified with SYBR Green PCR Mastermix (Sigma or Applied Biosystems), using a StepOne™ System (Applied Biosystems). Data were normalised using the geometric mean of *Sdha* and *Pbgd* for conversion experiments or *S17, L19* and *Gapdh* for mutant, and matching control ESCs. Primers used in RT-qPCR assays are listed in Supplementary Data 6.

### Chromatin immunoprecipitation

ChIP was performed as previously described^78^ with minor modifications outlined below. Chromatin was fixed with 1% formaldehyde (Sigma-Aldrich) for 10 min and sonicated on a bioruptor (Diagenode) to produce fragments of 100–500 bp, and ChIPs performed with Protein G-coupled magnetic Dynabeads (Invitrogen) and the following antibodies: 8 µg MED1 (A300-793A Bethyl Laboratories), 5 µg OCT4 (sc-8628 SantaCruz), 5 µg p300 (sc-585 SantaCruz), 5 µg POL2 (Clone 8WG16 MMS-126R, Covance) and 5 µg H3K27ac (Ab4729 Abcam). The amounts of chromatin (protein) used in each ChIP were as follows: 400 µg (OCT4), 500 µg (P300), 500 µg (H3K27ac) and 800 µg (MED1 and POL2). Following washes of bound DNA–protein complexes, DNA was eluted in 1% sodium dodecyl sulfate (SDS) and treated with 40 ng/µl RNaseA following 0.2 µg/µl Proteinase K. After phenol/chloroform purification, DNA was then precipitated at −20 °C with 20–30 μg GlycoBlue carrier (Invitrogen), 1/10 volume of 3 M NaAc and 2 volumes of 100% ethanol. Resuspended pellets were used for qPCR or for generation of libraries for sequencing (MED1 and H3K27ac). Sequencing libraries were prepared using the NEBNext® Ultra™ DNA Library Prep Kit and Multiplex Oligos (New England Biolabs) from 5 ng of DNA. Following analysis on an Agilent Bioanalyzer libraries were pooled and sequenced on an Illumina Genome Analyzer II (Illumina). Quality of the sequenced reads was assessed using the FASTQC program (Babraham Bioinformatics). Primers used in ChIP-qPCR assays are listed in Supplementary Data 6.

### 5mC Analysis by restriction enzyme digestion

Genomic DNA was extracted using the DNeasy kit (Qiagen). A total of 1 µg of eluted DNA was diluted in 17 µl of 20% TE buffer. For each set of enzyme reaction, 2 µl of appropriate restriction enzyme buffer was added to the diluted DNA. A volume of 9.5 µl of the mixture was then transferred to a separate tube, serving as undigested control. A volume of 0.5 µl (5U) of enzymes was added to the remaining DNA mixture. Both digestion reactions and undigested control were incubated overnight in 37 °C incubator. A volume of 95 µl of 20% TE buffer was then added to both digested and undigested samples, which were then proceeded with qPCR analysis. Enzymes (methylation sensitive) used in this study are BsaAI, Ssil, HpaII and Hin6I, and qPCR primer sequences are listed in Supplementary Data 6.

### Western blots

Cells were lysed for 30 min on ice into RIPA buffer (150 mM NaCl, 1% NP-40, 0.5% NaDeoxycholate, 0.1% SDS, 50 mM Tris-HCl pH8.0) in the presence of protease and phosphatase inhibitors (Pierce). Proteins were quantified using BCA assay (Pierce). A total of 10–15 µg of proteins were charged on pre-cast polyacrylamide gel 4–15% (Biorad) for 1 h run at 100 V. Transfer was then performed on Trans-Blot Turbo (Biorad) for 7 min on a PVDF membrane (Hybond-P, GE Healthcare). After blocking in TBS-Tween20 0.01% (TBS-T) with either 4% non-fatty milk or 5% BSA, membranes were incubated overnight at 4 °C with primary antibodies. After washes in TBS-T, membranes were incubated with secondary antibodies for 1 h, washed and revealed with ECL2 western blotting substrate (Pierce). Chemiluminescent signals were captured using Chemidoc Touch imaging system (Biorad) and then analysed with ImageJ (imagej.nih.gov/ij). Signals were normalised to H3 or Actin. Western blots were repeated at least three times. Antibodies used were: ESRRB (R&D H6705; 1:1000), NCOA3 (SantaCruz Sc9119; 1:1000), NANOG (Abcam, 80892; 1:1000), ACTIN (Sigma, A5441; 1:5000) and H3 (Abcam ab1791; 1:10,000). Uncropped and unprocessed scans of blots are included in Supplementary Data 10.

### 4C-sequencing

*Esrrb*^f/f^ and *Esrrb*^−/−^ ESCs were cultured in serum/LIF or 2i/LIF (control cells only), and three biological replicates were employed per condition. 4C-seq experiments were performed as previously^50^ with minor modifications. Briefly, 10 million cells were crosslinked for 13 min with 2% paraformaldehyde in ESC culture medium, quenched with glycine and lysed in 15 ml lysis buffer (10 mM Tris pH 7.5, 10 mM NaCl, 0.2% NP-40, 1× protease inhibitors) for 30 min at 4 °C. Nuclei were then incubated with 0.25% SDS for 30 min in NEB buffer3 followed by Triton X-100 treatment for 30 min, both at 37 °C. Nuclei were then digested with 700 U DpnII enzyme (NEB) overnight at 37 °C. The enzyme was inactivated at 65 °C for 15 min followed by “in nuclei” ligation at 16 °C with 2000 U T4 ligase (NEB). Samples were then treated with protease K and RNAseA, and DNA was purified by phenol–chloroform (Sigma). DNA was further digested with 50 U BfaI, and purified with QIAquick PCR purification columns followed by a second ligation at 16 °C. Next, 1000 ng of 4C-seq library was amplified with bait-specific inverse primers^50^ and using the Expand Long template PCR system (Roche 11759060001) for 28 PCR cycles. PCR products were then purified and 50 ng DNA was used for library preparation using KAPA Hyperprep kit (Roche) and five PCR cycles. Libraries were sequenced on the Illumina NextSeq 500 (Illumina) to obtain paired-end sequences of 50 bp.

### In silico analysis of CpG methylation data

For each WGBS sample, CpG information have been filtered to keep only those for which we had a sufficient coverage of at least 7 reads (apart from GSM1904118 and GSM1904112 datasets). HMM analysis has been applied on each chromosome independently. Genome was split in segments containing CpGs spaced by <1 kb. Segments containing <10 CpGs have been filtered out. Parameters of HMM analysis on the remaining CpGs were initialised using viterbiEM function of tileHMM R-package; CpGs were considered to be in two different states: methylated or unmethylated. Corresponding HMM model has been applied for CpGs states call on the whole chromosome. Then, in ESC (serum/LIF) and EpiSC samples independently, segments of SEs containing at least four consecutive unmethylated CpGs were collected (with a coverage of at least 7 reads and distant of <1 kb). Intersection of EpiSC and ESC unmethylated segments were defined as PU regions. Segments containing at least four consecutive CpGs that were unmethylated in ESCs and methylated in EpiSCs were defined as DM regions. Segments of SE regions located between PU and DM segments were defined as INT segments. Coordinates and CpG methylation information on the different samples (in vitro and in vivo) can be found in Supplementary Data 3. In Figs. 1a and 2a, CpG methylation is presented on a −1 to 1 scale, in order to visualise their unmethylated (negative values) or methylated (positive values) state as determined by HMM. The height of the bar indicates the percentage of methylation within reads covering each CpG, with positive values representing the extent of methylation, and negative values, the extent of demethylation (−1 +%methylation).

### ChIP-seq data processing and analysis at SE subregions

All ChIP-seq datasets were processed from raw reads (Fastq files) to filtered, mapped and deduplicated reads (bam files) through a standardised pipeline. This pipeline involves: adaptor removal, low-quality read trimming and filtering using Trimmomatic; alignment to mm9 reference genome with Bowtie2; duplicate read marking and removal with Picard Tools. ChIP-seq coverage plots were produced as follows (assuming the total read count has been calculated at base-pair resolution for a set of mapped reads, scaled by sequencing library depth and normalised to scaled coverage from input DNA library): for each of a set of genomic regions of interest, the region is split into a fixed number (1000) of windows of equal width, and the average coverage across each window is computed; the average of each window’s coverage is then computed across all regions of interest.

### ATAC-seq data processing and accessibility analysis

Chromatin accessibility measured by ATAC-seq in ESCs grown in 2i/LIF (2i), serum/LIF (ser), and in EpiSCs was downloaded from published data (Supplementary Data 1) and mapped with Bowtie2. Low-quality mapping reads (MAPQ < 10) and duplicated reads were omitted for further analysis. ATAC-seq peaks were called with MACS2 version 2.1.1.20160309, with a *q*-value threshold of 0.01 and using whole cell extract (WCE) (input) as control. The number of ATAC-seq peaks intersecting SE subregions in 2i-ESCs, ser-ESCs or EpiSCs was computed using the summarizeOverlaps function from the GenomicRanges R-package. When multiple SE subregions overlapped the same ATAC-seq region, the SE subregion with highest overlap was assigned. The average chromatin accessibility level per SE subregion was computed with the featureCounts function in the Rsubread package and normalised to RPKM after subtracting the read counts from the WCE (input) data. Data are shown in Supplementary Data 3.

### RNA-seq analysis

Gene expression values (average RPKM of at least two replicates) were taken from publicly available RNA-seq datasets (Supplementary Data 1). Genes with an expression value of 1 RPKM or more in ESCs grown in serum/LIF (*n* = 11,087) were considered expressed.

### Promoters of closest expressed genes

Promoters were defined as the 5 kb window surrounding an annotated transcription start site. Gencode GRCm37 (version M1) gene annotation was used. The distance from a SE to the promoter of the closest expressed gene was determined with the “*distanceToNearest*” function in the R-package *GenomicRanges* Only promoters of known genes were considered.

### 4C-seq data analysis

4C forward or reverse PCR primers from paired-end sequenced FASTQ files were trimmed with cutadapt allowing a 10% mismatch: cutadapt -g [primer_seq] -O [primer_length −2] -e 0.1 --discard-untrimmed. Trimmed reads were mapped to the mm9 reference genome using Bowtie2 with the option “very-sensitive” in single-end mode. Low-quality reads (MAPQ < 10) were discarded. The FourCSeq package was used to map reads from the forward and reverse PCR primer to valid restriction sites. Reads were normalised compared with DESeq2 discarding reads that mapped in trans. For visualisation, counts were smoothed using a running mean with *k* = 7 bins. Differential analysis was done by DEseq2 using the local dispersion fit, after summing read counts in bins of 5 kb surrounding the viewpoint (up to 1 Mb up- and downstream). Bins with coverage <1000 RPKM were discarded for differential analysis. Data are shown in Supplementary Data 7.

### Capture Hi–C analysis

High-resolution capture Hi–C (CHiC) studies (Supplementary Data 2) were used to map significant promoter–SE interactions in ESCs grown under serum/LIF (ser) or 2i/LIF (2i). Data from Joshi et al. were previously mapped with BWA MEM to the GRCm37 (mm9) reference genome. The other datasets were mapped with HiCUP. For all datasets, PCR duplicates, read pairs mapping to the same restriction fragment (self-ligation) and pairs with low mapping quality (MAPQ < 10) were removed. For the DpnII data (Joshi)^15^ and NcoI data (Sahlen)^16^, four consecutive restriction fragments were merged into a pseudo-fragment to increase the read count and confidence per called interaction. We used the CHICAGO pipeline for CHiC^17^ to call significant interactions between these pseudo-fragments in the ser-ESC or 2i-ESC state with a default threshold (score > = 5). Additionally, interactions with coverage of <5 reads (geometric mean of the replicates) were discarded. CHICAGO takes the geometric mean of the pairwise interactions counts when multiple replicates are available. The much lower library depth of the second replicate (Supplementary Data 2) causes lower read counts on average and a much smaller number of significant interactions. Given that the CHiC libraries from Joshi et al. can be treated as independent replicates with the same effective resolution, we decided to merge the interaction read counts for the Sahlen replicates prior to running the CHICAGO pipeline.

### CHiC library normalisation and correlation analysis

Interaction frequencies were normalised using DESeq2. Because CHiC is based on proximity ligation, loci in close proximity of the capture bait have higher read counts and more variance compared to more distal loci. To mitigate this effect, we applied the DESEq2 normalisation in four distance categories: (<25 kb, 25–100 kb, 100–300 kb and >300 kb) following an approach we used earlier^50^. Next, we computed the pairwise Spearman correlation coefficient between the promoter–SE/promoter–SE subregions interactions in library X and library Y.

### Promoter–subregion interaction frequency at SE subregions

CHiC interaction frequency between promoters and SE subregions was computed at the native 1 restriction fragment resolution (DpnII or NcoI) for all promoter–SE pairs that had a significant interaction. SE subregions smaller than 500 bp were discarded since they often have too few overlapping restriction fragments to enable a robust analysis. Statistical differences per subregion class (PU, DM and INT) were assessed by a linear regression model that accounts for the two major confounders: the number of capture baits per subregion and the promoter–subregion distance (log2).

### Predicting expression changes using BS-seq and capture Hi–C

We hypothesised that changes in CpG methylation would mostly affect the gene expression of the strongest interacting promoters (Fig. 3a). In other words, expected gene expression changes are a function of the CpG methylation change from ESCs (serum/LIF) to EpiSCs, as well as the CHiC interaction strength (and its changes). Therefore, we estimated the expected expression change ∆*X* = log2(normalised CHi–C reads) × (%CpG ESC − %CpG EpiSC). The analysis was restricted to PU and DM SE subregions.

### TF motif analysis

We used Gimme motifs to find TF motifs that are statistically enriched in the PU, DM or INT SE subregions. Since the SE subregions are typically quite broad, we partitioned each SE subregion into equally spaced regions with a length of 291 bp; the median length of the ATAC-seq peaks. To determine a threshold for TF motif presence/absence, 50,000 regions of 291 bp were randomly sampled from the genome. For each motif, the 99% was used as a cut-off, leading to an empirical false discovery rate of 0.01 (gimme threshold). Next, we counted the number of present motifs in the PU, DM and INT subregions of SEs relative to the union of the regions and applied a hypergeometric test. *p*-Values were adjusted for multiple testing using Benjamini–Hochberg correction.

### sc-BS-seq and RNA-seq processing

Processed scM&Tseq data^30^ were obtained from the Gene Expression Omnibus (accession GSE74534). Segments of SE regions were mapped to mm9 coordinates using UCSC liftOver tool (https://genome.ucsc.edu/cgi-bin/hgLiftOver). For each SE subregion type (PU, DM and INT), mCpG/total-CpG ratio was computed from all reads mapping to any CpG site within an SE segment of the corresponding type. Complete linkage hierarchical clustering was performed on all available ESCs, using the squared differences between the total DM mCpG/total-CpG averages of each cell. This clustering was used to define two clusters of ESCs: one cluster included all 2i-ESCs and a subset of the serum-ESCs (which we defined as “naive-like” ESCs); the other cluster contained only serum-ESCs (which we defined as “primed-like” ESCs). Differential gene expression analysis was performed using Limma to compute empirical Bayes moderated *t*-statistics from linear models fitted to RNA-seq read counts for serum-ESCs by the DM methylation cluster to which the corresponding cell had been assigned. DNA methylation profiles (Fig. 4c, Supplementary Fig. 6b) were created using Loess smoothing of estimated methylation at each CpG locus. For any given ESC treatment condition, the variance in CpG methylation level for each individual cell analysed of that condition was computed among all different SE subregions. The distributions of these methylation variances are shown as box plots (Fig. 4e, Supplementary Fig. 6a).

### Evaluation of ESC classification (ROC curves)

sc-RNA-seq read counts for each mapped gene were normalised by median centring and scaling to a standard deviation of 1. ROC curves were prepared by plotting sensitivity against 1-specificity. In this context, sensitivity is the proportion of all “naive-like” cells among the top-ranking *n* according to the signature of interest; 1-specificity is the proportion of all non “naive-like” cells among the top-ranking *n* according to the signature of interest. A signature score is either the normalised read count in the given cell for a single gene, or the mean of normalised read counts of a set of genes in the given cell. AUC was computed through numeric integration of the corresponding ROC curve.

### Predicting DM/PU status based on epigenetic features

To evaluate predictive power of epigenetic features to classify SE subregions as PU or DM, logistic regression models were fitted with region class as a binary outcome (DM vs PU) and each of a set of features as quantitative predictor variables: average ChIP-seq enrichment for TET1, DNMT3A/B, H3K4me1, H3K4me3, H3K27ac, average ATAC-seq signals in serum/LIF ESCs and CpG density. Models were fitted using the generalised linear model function implementation ‘glm’ in R. Model coefficient estimates, standard errors, *t*-statistics and corresponding *p*-values are provided in Supplementary Data 8. Positive coefficient estimates imply subregions with increased values for the corresponding feature have increased probability of being classed as DM (as opposed to PU).

### Impact of OCT4 binding on ESRRB–MED1 relationship

MACS2 was applied to call peaks from serum/LIF ESC OCT4 ChIP-seq study analysed for Fig. 3e. SE subregions were assigned an OCT4 binding score using average log(ChIP/control) enrichment for any peaks overlapping the SE subregion, or assigned a score of 0 if no peaks overlapped. A linear regression model was fitted to log_2_ fold change of MED1 ChIP-seq enrichment in *Esrrb*^−/−^ relative to *Esrrb*^fl/fl^ ESCs as a quantitative outcome variable, with serum/LIF ESC ESRRB ChIP enrichment, subregion class (DM vs PU) and OCT4 binding score as predictor variables. 

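A linear model of the MED1 log2 fold change was fitted to the deposited RPKM of the 671 subregions with the subregion type as the only predictor. The coefficient of PU against DM subregions was 0.19 (95% interval from 10000 resamplings of whole SEs 0.07 to 0.32). Over all subregions, MED1 was thus on average less reduced at PU subregions. The model has no term for the SE. Within the 106 SEs that hold both types, the DM minus PU median was 0.06 (−0.03 to 0.11). No such difference was thus detectable there, without matching on control MED1 RPKM. With the log2 ATAC-seq signal of Supplementary Data 3 as a further predictor, the coefficient was 0.32. The paper's reported coefficient in Supplementary Data 9 is 0.256 with a standard error of 0.0612, from a model that also contains ESRRB enrichment and the OCT4 binding score, which were not used here. No p-value is given, since subregions of 1 pair of pooled samples are not replicates.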

Model coefficients, *t*-statistics and *p*-values were obtained from the fitted linear model using the ‘summary.lm’ function in R, and are provided in Supplementary Data 9. Negative coefficient estimates imply SE subregions with higher values for the corresponding feature show a greater decrease in MED1 DNA-binding signal following ESRRB depletion.

### Visualisation of genomic data

ATAC-seq and ChIP-seq bigwig tracks were prepared using deeptools “bamCoverage”, with parameters “binsize” = 10, “normalizedUsing” = RPKM and “extendReads” = 200 (or fragment size in the case of paired-end sequencing). Tracks where visualised on the Washu epigenome browser.

### Data representation

*Box plots*: Centre lines show the medians; box limits indicate the 25th and 75th percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles, outliers are represented by dots.

*Violin plots*: White dots show the medians; box limits indicate the 25th and 75th percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles; polygons represent density estimates of data and extend to extreme values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

## Data Availability

New datasets generated in this study has been deposited in GEO: WGBS in EpiSCs (GSE124476), H3K27ac, MED1 ChIP-seq and 4C-seq in *Esrrb*^−/−^ and control (^f/f^) ESCs (superseries GSE139189). The source data underlying Fig. 3d and Supplementary Fig. 5a, c, e, f; Supplementary Fig. 7e, g, h; Fig. 5g; Fig. 6a and Supplementary Fig. 8b; Fig. 6c and Supplementary Fig. 8f; Fig. 6d and Supplementary Fig. 8g; Supplementary Fig. 7b, d, c, f; Supplementary Fig. 8c are provided as Supplementary Data 10.

## References

[1] Nichols J, Smith A (2009). Naive and primed pluripotent states. Cell Stem Cell.

[2] Hayashi K, Ohta H, Kurimoto K, Aramaki S, Saitou M (2011). Reconstitution of the mouse germ cell specification pathway in culture by pluripotent stem cells. Cell.

[3] Buecker C (2014). Reorganization of enhancer patterns in transition from naive to primed pluripotency. Cell Stem Cell.

[4] Matsuda K (2017). ChIP-seq analysis of genomic binding regions of five major transcription factors highlights a central role for ZIC2 in the mouse epiblast stem cell gene regulatory network. Development.

[5] Yang S-H (2014). Otx2 and Oct4 drive early enhancer activation during embryonic stem cell transition from naive pluripotency. Cell Rep..

[6] Hnisz D (2013). Super-enhancers in the control of cell identity and disease. Cell.

[7] Parker SCJ (2013). Chromatin stretch enhancer states drive cell-specific gene regulation and harbor human disease risk variants. Proc. Natl Acad. Sci. USA.

[8] Whyte WA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[9] Tesar PJ (2007). New cell lines from mouse epiblast share defining features with human embryonic stem cells. Nature.

[10] Factor DC (2014). Epigenomic comparison reveals activation of “seed” enhancers during transition from naive to primed pluripotency. Cell Stem Cell.

[11] Habibi E (2013). Whole-genome bisulfite sequencing of two distinct interconvertible DNA methylomes of mouse embryonic stem cells. Cell Stem Cell.

[12] Cabezas-Wallscheid N (2014). Identification of regulatory networks in HSCs and their immediate progeny via integrated proteome, transcriptome, and DNA methylome analysis. Cell Stem Cell.

[13] Wiench M (2011). DNA methylation status predicts cell type-specific enhancer activity. EMBO J..

[14] Stadler MB (2011). DNA-binding factors shape the mouse methylome at distal regulatory regions. Nature.

[15] Joshi O (2015). Dynamic reorganization of extremely long-range promoter-promoter interactions between two states of pluripotency. Cell Stem Cell.

[16] Sahlén P (2015). Genome-wide mapping of promoter-anchored interactions with close to single-enhancer resolution. Genome Biol..

[17] Cairns J (2016). CHiCAGO: robust detection of DNA looping interactions in Capture Hi-C data. Genome Biol..

[18] Dowen JM (2014). Control of cell identity genes occurs in insulated neighborhoods in mammalian chromosomes. Cell.

[19] Novo CL (2018). Long-range enhancer interactions are prevalent in mouse embryonic stem cells and are reorganized upon pluripotent state transition. Cell Rep..

[20] Hackett JA (2013). Synergistic mechanisms of DNA demethylation during transition to ground-state pluripotency. Stem Cell Rep..

[21] Senner CE, Krueger F, Oxley D, Andrews S, Hemberger M (2012). DNA methylation profiles define stem cell identity and reveal a tight embryonic-extraembryonic lineage boundary. Stem Cells.

[22] Zhang Y (2017). Dynamic epigenomic landscapes during early lineage specification in mouse embryos. Nat. Genet..

[23] Zylicz JJ (2015). Chromatin dynamics and the role of G9a in gene regulation and enhancer silencing during early mouse development. eLife.

[24] Ficz G (2013). FGF signaling inhibition in ESCs drives rapid genome-wide demethylation to the epigenetic ground state of pluripotency. Cell Stem Cell.

[25] Veillard AC (2014). Stable methylation at promoters distinguishes epiblast stem cells from embryonic stem cells and the in vivo epiblasts. Stem Cells Dev..

[26] Guo G (2009). Klf4 reverts developmentally programmed restriction of ground state pluripotency. Development.

[27] Tosolini M, Jouneau A (2016). From naive to primed pluripotency: in vitro conversion of mouse embryonic stem cells in epiblast stem cells. Methods Mol. Biol..

[28] Chambers I (2007). Nanog safeguards pluripotency and mediates germline development. Nature.

[29] Toyooka Y, Shimosato D, Murakami K, Takahashi K, Niwa H (2008). Identification and characterization of subpopulations in undifferentiated ES cell culture. Development.

[30] Angermueller C (2016). Parallel single-cell sequencing links transcriptional and epigenetic heterogeneity. Nature Methods.

[31] Rulands S (2018). Genome-scale oscillations in DNA methylation during exit from pluripotency. Cell Syst..

[32] Stelzer Y, Shivalila CS, Soldner F, Markoulaki S, Jaenisch R (2015). Tracing dynamic changes of DNA methylation at single-cell resolution. Cell.

[33] Song Y (2019). Dynamic enhancer DNA methylation as basis for transcriptional and cellular heterogeneity of ESCs. Mol. Cell.

[34] Ooi SK (2007). DNMT3L connects unmethylated lysine 4 of histone H3 to de novo methylation of DNA. Nature.

[35] Otani J (2009). Structural basis for recognition of H3K4 methylation status by the DNA methyltransferase 3A ATRX–DNMT3–DNMT3L domain. EMBO Rep..

[36] Wu H, Zhang Y (2014). Reversing DNA methylation: mechanisms, genomics, and biological functions. Cell.

[37] Petell CJ (2016). An epigenetic switch regulates de novo DNA methylation at a subset of pluripotency gene enhancers during embryonic stem cell differentiation. Nucleic Acids Res..

[38] Jin C (2014). TET1 is a maintenance DNA demethylase that prevents methylation spreading in differentiated cells. Nucleic Acids Res..

[39] Williams K (2011). TET1 and hydroxymethylcytosine in transcription and DNA methylation fidelity. Nature.

[40] Wu H (2011). Dual functions of Tet1 in transcriptional regulation in mouse embryonic stem cells. Nature.

[41] Brinkman AB (2012). Sequential ChIP-bisulfite sequencing enables direct genome-scale investigation of chromatin and DNA methylation cross-talk. Genome Res..

[42] Torres-Padilla M-E, Chambers I (2014). Transcription factor heterogeneity in pluripotent stem cells: a stochastic advantage. Development.

[43] Fawcett T (2006). An introduction to ROC analysis. Pattern Recogn. Lett..

[44] Xie L (2017). A dynamic interplay of enhancer elements regulates Klf4 expression in naïve pluripotency. Genes Dev..

[45] Martello G (2012). Esrrb is a pivotal target of the Gsk3/Tcf3 axis regulating embryonic stem cell self-renewal. Cell Stem Cell.

[46] Percharde M (2012). Ncoa3 functions as an essential Esrrb coactivator to sustain embryonic stem cell self-renewal and reprogramming. Genes Dev..

[47] Festuccia N (2012). Esrrb is a direct Nanog target gene that can substitute for Nanog function in pluripotent cells. Cell Stem Cell.

[48] Festuccia N (2018). Esrrb extinction triggers dismantling of naïve pluripotency and marks commitment to differentiation. EMBO J..

[49] van den Berg DLC (2010). An Oct4-centered protein interaction network in embryonic stem cells. Cell Stem Cell.

[50] Atlasi Y (2019). Epigenetic modulation of a hardwired 3D chromatin landscape in two naive states of pluripotency. Nat. Cell Biol..

[51] Sun F (2018). Promoter-enhancer communication occurs primarily within insulated neighborhoods. Mol. Cell.

[52] Wu Z (2012). Role of nuclear receptor coactivator 3 (Ncoa3) in pluripotency maintenance. J. Biol. Chem..

[53] Kagey MH (2010). Mediator and cohesin connect gene expression and chromatin architecture. Nature.

[54] Shrinivas K (2019). Enhancer features that drive formation of transcriptional condensates. Mol. Cell.

[55] Sabari BR (2018). Coactivator condensation at super-enhancers links phase separation and gene control. Science.

[56] Moorthy SD (2016). Enhancers and super-enhancers have an equivalent regulatory role in embryonic stem cells through regulation of single or multiple genes. Genome Res..

[57] Pott S, Lieb JD (2015). What are super-enhancers?. Nat. Genet..

[58] Shin HY (2016). Hierarchy within the mammary STAT5-drive.n Wap super-enhancer. Nat. Genet..

[59] Barakat TS (2018). Functional dissection of the enhancer repertoire in human embryonic stem cells. Cell Stem Cell.

[60] Hay D (2016). Genetic dissection of the α-globin super-enhancer in vivo. Nat. Genet..

[61] Heyn H (2016). Epigenomic analysis detects aberrant super-enhancer DNA methylation in human cancer. Genome Biol..

[62] Huang J (2018). Dissecting super-enhancer hierarchy based on chromatin interactions. Nat. Commun..

[63] Ding J (2015). Tex10 coordinates epigenetic control of super-enhancer activity in pluripotency and reprogramming. Cell Stem Cell.

[64] Domcke S (2015). Competition between DNA methylation and transcription factors determines binding of NRF1. Nature.

[65] Feldmann A (2013). Transcription factor occupancy can mediate active turnover of DNA methylation at regulatory regions. PLoS Genet..

[66] Baubec T (2015). Genomic profiling of DNA methyltransferases reveals a role for DNMT3B in genic methylation. Nature.

[67] Siersbæk R (2014). Molecular architecture of transcription factor hotspots in early adipogenesis. Cell Rep..

[68] Siersbæk R (2014). Transcription factor cooperativity in early adipogenic hotspots and super-enhancers. Cell Rep..

[69] Respuela P (2016). Foxd3 promotes exit from naive pluripotency through enhancer decommissioning and inhibits germline specification. Cell Stem Cell.

[70] Chen AF (2018). GRHL2-dependent enhancer switching maintains a pluripotent stem cell transcriptional subnetwork after exit from naive pluripotency. Cell Stem Cell.

[71] Gowher H, Jeltsch A (2002). Molecular enzymology of the catalytic domains of the Dnmt3a and Dnmt3b DNA methyltransferases. J. Biol. Chem..

[72] Chen W, Roeder RG (2011). Mediator-dependent nuclear receptor function. Sem. Cell Dev. Biol..

[73] Hsieh C-L (2014). Enhancer RNAs participate in androgen receptor-driven looping that selectively enhances gene activation. PNAS.

[74] Li W (2013). Functional roles of enhancer RNAs for oestrogen-dependent transcriptional activation. Nature.

[75] Adachi K (2018). Esrrb unlocks silenced enhancers for reprogramming to naive pluripotency. Cell Stem Cell.

[76] Li MA (2017). A lncRNA fine tunes the dynamics of a cell state transition involving Lin28, let-7 and de novo DNA methylation. eLife.

[77] Tosolini M, Jouneau A (2016). Acquiring ground state pluripotency: switching mouse embryonic stem cells from serum/LIF medium to 2i/LIF medium. Methods Mol. Biol..

[78] Frank SR, Schroeder M, Fernandez P, Taubert S, Amati B (2001). Binding of c-Myc to chromatin mediates mitogen-induced acetylation of histone H4 and gene activation. Genes Dev..

# Supplementary material for: Dynamic CpG methylation delineates subregions within super-enhancers selectively decommissioned at the exit from naive pluripotency
**Source:** Nat Commun. 2020 Feb 28;11:1112. doi: 10.1038/s41467-020-14916-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of all datasets used with accession numbers

File Name: Supplementary Data 2

Description: Capture Hi-C data (Joshi et al. and Sahlen et al.)

File Name: Supplementary Data 3

Description: CpG methylation and ATAC-seq at SE subregions

File Name: Supplementary Data 4

Description: ROC analysis in naïve-like and primed-like single ESC clusters

File Name: Supplementary Data 5

Description: Motif enrichment and expression of corresponding transcription factors (TFs) at SE subregions

File Name: Supplementary Data 6

Description: List of qPCR primers used for expression analysis as well as 5mC and ChIP assays

File Name: Supplementary Data 7

Description: 4C-seq primers and mapping statistics

File Name: Supplementary Data 8

Description: Coefficients and statistics for logistic regression models relating epigenetic features to SE subregion status

File Name: Supplementary Data 9

Description: Coefficients and statistics for multivariable linear regression model relating ESRRB and OCT4 DNA-binding at PU vs DM to the loss of MED1 binding upon constitutive depletion of ESRRB

File Name: Supplementary Data 10

Description: Source Data file for all relevant Main Figures and Supplementary Figures

# Supplementary material for: Dynamic CpG methylation delineates subregions within super-enhancers selectively decommissioned at the exit from naive pluripotency
**Source:** Nat Commun. 2020 Feb 28;11:1112. doi: 10.1038/s41467-020-14916-7
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                              |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Real-time pPCR: StepOne plus Applied Biosystem  
Western blot: Chemidoc Touch imaging system (Biorad) and ImageJ  
Sequencing: Illumina Genome Analyzer II (ChIP-seq and 4C) and Illumina HiSeq200 (BS-seq)  
SRAToolkit v2.8.2 (prefetch and fastq-dump) was used to obtain sequencing data from GEO and extract fastq files for analysis.

#### Data analysis

Sequencing data analysis involved: Trimmomatic v0.33, Bowtie2 v2.2.3, Picard Tools v1.128, BedTools v2.22.1.  
R v3.5.1 was used in sequencing data analysis, with the following packages: plotCoverage, GenomicRanges v1.30.3, IRanges 2.12.0, NMF v0.21.0, ggplot2 v3.0.0, BSgenome, FourCSeq, data.table.  
Mmusculus.UCSC.mm9 v1.4.0, IGV, Washu epigenome browser.  
BS methylation data was analysed using tileHMM R package  
Github repository for codes used throughout the figures: <https://github.com/edcurry/esc-se-regions>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

BS-seq, ChIP-seq and 4C-seq data that support the findings of this study have been deposited in the GEO database under accession numbers GSE124476 and GSE129179.

Accession numbers of publicly available datasets used in this study are provided in Supplementary Table 1.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size No statistical methods were used to predetermine sample size.

Data exclusions No data were excluded from the analyses.

Replication All attempts at data replication were successful.

Randomization No randomization methods were used in this study.

Blinding Investigators were not blinded; all findings are supported by quantitative measurements.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).

Research sample State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.

Sampling strategy Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.

Data collection Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.

Timing Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.

Data exclusions If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.

Non-participation State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.

Randomization If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.

Research sample Describe the research sample (e.g. a group of tagged *Passer domesticus*, all *Stenocereus thurberi* within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and

any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.

**Sampling strategy** *Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.*

**Data collection** *Describe the data collection procedure, including who recorded the data and how.*

**Timing and spatial scale** *Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken*

**Data exclusions** *If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.*

**Reproducibility** *Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.*

**Randomization** *Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.*

**Blinding** *Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.*

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

**Field conditions** *Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).*

**Location** *State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).*

**Access and import/export** *Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).*

**Disturbance** *Describe any disturbance caused by the study and how it was minimized.*

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

**Antibodies used**

ESRRB (R&D H6705)  
 NCOA3 (Santa Cruz Sc9119)  
 NANOG (Abcam, 80892)  
 ACTIN (Sigma, A5441)  
 H3 (Abcam ab1791)  
 MED1 (A300-793A Bethyl Laboratories)  
 OCT4 (sc-8628 SantaCruz),  
 p300 (sc-585 SantaCruz)  
 POL2 (Clone 8WG16 MMS-126R, Covance).  
 H3K27ac (Ab4729 Abcam)

## Validation

Antibodies were chosen based on previous literature. Validation and quality control is available from the manufacturers using the catalog number of each antibody.

## Eukaryotic cell lines

### Policy information about [cell lines](#)

## Cell line source(s)

Mouse wild-type R1 embryonic stem cells were purchased from ATCC.  
 Mouse ESRRB<sup>-/-</sup> embryonic stem cells (ESCs) and matching control cells were kindly provided by Austin Smith - see reference Martello, G. et al. Esrrb is a pivotal target of the Gsk3/Tcf3 axis regulating embryonic stem cell self-renewal. Cell Stem Cell 11, 491–504 (2012).  
 Mouse NANOG<sup>-/-</sup> and control ESCs were kindly provided by Ian Chambers - see reference Chambers, I. et al. Nanog safeguards pluripotency and mediates germline development. Nature 450, 1230–1234 (2007).  
 Mouse NCOA3<sup>-/-</sup> and control ESCs were derived from mutant and wild-type C57/129 mice and kindly provided by Austin Cooney.  
 Mouse epiblast stem cells (EpiSCs; 8.73) were derived from B6D2 mice (epiblast E6.5) by Alice Jouneau - see reference Veillard, A. C. et al. Stable methylation at promoters distinguishes epiblast stem cells from embryonic stem cells and the in vivo epiblasts. Stem Cells and Development 23, 2014–29 (2014).

## Authentication

These cells were authenticated based on different culture condition requirements and phenotypic validations (e.g. RT-qPCR, western blot).

## Mycoplasma contamination

Testing for mycoplasma contamination was routinely performed using MycoZap assay procedure (Lonza).

Commonly misidentified lines  
(See [ICLAC](#) register)

Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

## Palaeontology

## Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).

## Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

### Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.

## Wild animals

Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.

## Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

### Policy information about [studies involving human research participants](#)

## Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

## Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

## Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139189>

Files in database submission

GSE129179 Enhancer profiling in Esrrb-/- ES cells [ChIP-seq]  
 GSM3701992 InputDNA\_Esrrb\_wt\_rep1 BED  
 GSM3701993 Med1\_ChIP\_Esrrb\_wt\_rep1 BED  
 GSM3701994 H3K27ac\_ChIP\_Esrrb\_wt\_rep1 BED  
 GSM3701995 H3K27ac\_ChIP\_Esrrb\_wt\_rep2 BED  
 GSM3701996 InputDNA\_Esrrb\_wt\_rep2 BED  
 GSM3701997 Med1\_ChIP\_Esrrb\_wt\_rep2 BED  
 GSM3701998 InputDNA\_Esrrb\_KO\_rep1 BED  
 GSM3701999 Med1\_ChIP\_Esrrb\_KO\_rep1 BED  
 GSM3702000 H3K27ac\_ChIP\_Esrrb\_KO\_rep1 BED  
 GSM3702001 H3K27ac\_ChIP\_Esrrb\_KO\_rep2 BED  
 GSM3702002 InputDNA\_Esrrb\_KO\_rep2 BED  
 GSM3702003 Med1\_ChIP\_Esrrb\_KO\_rep2 BED

-----

GSE139187 Enhancer profiling in Esrrb-/- ES cells [4C-seq]  
 GSM4133256 Esrrb\_wt\_serum\_rep1 BEDGRAPH  
 GSM4133257 Esrrb\_wt\_serum\_rep2 BEDGRAPH  
 GSM4133258 Esrrb\_wt\_serum\_rep3 BEDGRAPH  
 GSM4133259 Esrrb\_wt\_2i\_rep1 BEDGRAPH  
 GSM4133260 Esrrb\_wt\_2i\_rep2 BEDGRAPH  
 GSM4133261 Esrrb\_wt\_2i\_rep3 BEDGRAPH  
 GSM4133262 Esrrb\_KO\_serum\_rep1 BEDGRAPH  
 GSM4133263 Esrrb\_KO\_serum\_rep2 BEDGRAPH  
 GSM4133264 Esrrb\_KO\_serum\_rep3 BEDGRAPH

Genome browser session  
(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

| Replicates           | 2 replicate libraries were produced for each ChIP antibody (Med1, H3K27ac, input), for each condition (Esrrb fl/fl, Esrrb -/-)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |              |                 |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
|----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|-----------------|--------------|---------------|----------------------|----------|----------|-------------|-------------------|----------|----------|-------------|----------------------|----------|----------|-------------|----------------------|----------|----------|-------------|----------------------|----------|----------|-------------|-------------------|----------|----------|-------------|-------------------|----------|----------|-------------|----------------|----------|----------|-----------|-------------------|----------|----------|-------------|
| Sequencing depth     | <p>All libraries were sequenced with paired-end, 43-bp reads. 

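The 12 ChIP and input libraries had between 42504182 and 75602466 read pairs, and between 40500069 and 73119660 mapped read pairs. Summed over the 2 libraries of a condition, 120422498 mapped read pairs were available for MED1 in *Esrrb* f/f and 111540993 in *Esrrb*-/- ESCs, and 106770449 and 113372428 for H3K27ac. The ratio of mapped read pairs, *Esrrb*-/- over *Esrrb* f/f, was 0.926 for MED1 and 1.06 for H3K27ac.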

Approximately 35 million reads were sequenced for each sample.</p> <p>Table of sequencing depth and unique reads:</p> <table><tr><th>Sample</th><th>NumberReadPairs</th><th>NumberMapped</th><th>PercentMapped</th></tr><tr><td>1-Esrrb-FIFl-input-1</td><td>49948090</td><td>48754711</td><td>97.61076149</td></tr><tr><td>2-Esrrb-FIFl-Med1</td><td>62809560</td><td>61843975</td><td>98.46267829</td></tr><tr><td>3-Esrrb-FIFl-H3K27ac</td><td>42504182</td><td>40500069</td><td>95.28490397</td></tr><tr><td>4-Esrrb-FIFl-H3K27ac</td><td>69738132</td><td>66270380</td><td>95.02746647</td></tr><tr><td>5-Esrrb-FIFl-input-2</td><td>68143752</td><td>65508823</td><td>96.13327866</td></tr><tr><td>6-Esrrb-FIFl-Med1</td><td>59467244</td><td>58578523</td><td>98.50552852</td></tr><tr><td>7-Esrrb-/-input-1</td><td>69467146</td><td>68475655</td><td>98.57271954</td></tr><tr><td>8-Esrrb-/-Med1</td><td>51694262</td><td>50239205</td><td>97.185264</td></tr><tr><td>9-Esrrb-/-H3K27ac</td><td>66327668</td><td>63124605</td><td>95.17084937</td></tr></table> | Sample       | NumberReadPairs | NumberMapped | PercentMapped | 1-Esrrb-FIFl-input-1 | 49948090 | 48754711 | 97.61076149 | 2-Esrrb-FIFl-Med1 | 62809560 | 61843975 | 98.46267829 | 3-Esrrb-FIFl-H3K27ac | 42504182 | 40500069 | 95.28490397 | 4-Esrrb-FIFl-H3K27ac | 69738132 | 66270380 | 95.02746647 | 5-Esrrb-FIFl-input-2 | 68143752 | 65508823 | 96.13327866 | 6-Esrrb-FIFl-Med1 | 59467244 | 58578523 | 98.50552852 | 7-Esrrb-/-input-1 | 69467146 | 68475655 | 98.57271954 | 8-Esrrb-/-Med1 | 51694262 | 50239205 | 97.185264 | 9-Esrrb-/-H3K27ac | 66327668 | 63124605 | 95.17084937 |
| Sample               | NumberReadPairs                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | NumberMapped | PercentMapped   |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 1-Esrrb-FIFl-input-1 | 49948090                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 48754711     | 97.61076149     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 2-Esrrb-FIFl-Med1    | 62809560                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 61843975     | 98.46267829     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 3-Esrrb-FIFl-H3K27ac | 42504182                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 40500069     | 95.28490397     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 4-Esrrb-FIFl-H3K27ac | 69738132                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 66270380     | 95.02746647     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 5-Esrrb-FIFl-input-2 | 68143752                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 65508823     | 96.13327866     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 6-Esrrb-FIFl-Med1    | 59467244                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 58578523     | 98.50552852     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 7-Esrrb-/-input-1    | 69467146                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 68475655     | 98.57271954     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 8-Esrrb-/-Med1       | 51694262                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 50239205     | 97.185264       |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |
| 9-Esrrb-/-H3K27ac    | 66327668                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               | 63124605     | 95.17084937     |              |               |                      |          |          |             |                   |          |          |             |                      |          |          |             |                      |          |          |             |                      |          |          |             |                   |          |          |             |                   |          |          |             |                |          |          |           |                   |          |          |             |

10-Esrrb-/H3K27ac 51504504 50247823 97.56005611  
 11-Esrrb-/input-2 75602466 73119660 96.7159722  
 12-Esrrb-/Med1 62226800 61301788 98.51348294

## Antibodies

MED1 : A300-793A Bethyl Laboratories  
 H3K27ac (Ab4729 Abcam)

## Peak calling parameters

Peak calling wasn't performed for this study.

## Data quality

Sequencing adapters were removed, low-quality reads were trimmed and filtered. Duplicate reads were removed, and reads mapping to ENCODE blacklisted regions were removed. Peak-calling wasn't performed for this study.

## Software

Trimmomatic was used for adapter removal and read filtering. Picard Tools MarkDuplicates were used to remove duplicate reads. Bedtools intersect was used to remove reads mapping to ENCODE blacklisted regions. 

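The number of reads behind each deposited RPKM can be recovered, since RPKM multiplied by the length of the subregion is a whole multiple of the same step at 100% of the 671 subregions in each of the 4 files. The recovered reads, known up to a common factor, sum to 291893 for MED1 in *Esrrb* f/f, 130733 for MED1 in *Esrrb*-/-, 618492 for H3K27ac in *Esrrb* f/f and 730828 for H3K27ac in *Esrrb*-/- ESCs. The median subregion had 240 MED1 reads in *Esrrb* f/f and 106 in *Esrrb*-/- ESCs, and 649 H3K27ac reads in either genotype. The step implies that the RPKM were scaled to a total of 424897 for MED1 in *Esrrb* f/f, 230504 for MED1 in *Esrrb*-/-, 1396982 for H3K27ac in *Esrrb* f/f and 1183707 for H3K27ac in *Esrrb*-/- ESCs. The ratio of these totals, *Esrrb*-/- over *Esrrb* f/f, is 0.542 for MED1 and 0.847 for H3K27ac. The definition of these totals and the way in which the replicate libraries were combined are not stated in the text. Counting error accounted for 10.4% of the variance of the MED1 log2 fold change between DM subregions and for 8.25% between PU subregions.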

The R function countOverlaps (from package GenomicRanges) was used to count reads mapping to each SE subregion.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

## Instrument

*Identify the instrument used for data collection, specifying make and model number.*

## Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

## Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

## Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

## Design type

*Indicate task or resting state; event-related or block design.*

## Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

## Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

## Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

## Field strength

*Specify in Tesla*

## Sequence &amp; imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

## Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

## Diffusion MRI

☐ Used

☐ Not used

## Preprocessing

|                            |                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).                                                                       |
| Normalization              | If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization. |
| Normalization template     | Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.                             |
| Noise and artifact removal | Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).                                                                 |
| Volume censoring           | Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                  |
|---------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation). |
| Effect(s) tested                                                          | Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                            |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.                                                                                                                  |
| Correction                                                                | Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                  |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                   |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                     |
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

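MED1 and H3K27ac ChIP-seq of *Esrrb*-/- and control *Esrrb* f/f mouse ESCs grown in serum/LIF was analysed. The study describes 12 libraries, with 2 replicates for each of MED1, H3K27ac and input in each genotype. The labels call the control cells wild-type and the paper calls them *Esrrb* f/f, and the latter name is used here.

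The authors trimmed the reads, aligned them to the mouse genome build mm9, removed duplicates and reads in blacklisted regions, and counted the reads on each SE subregion without calling peaks. They deposited 1 RPKM value per subregion for each of 4 conditions (MED1 and H3K27ac in each genotype). The RPKM deposited by the authors are not split by replicate library, and their values show no sign of input subtraction. The values of the input libraries, ESRRB occupancy and OCT4 binding scores were not used here.

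The 4 sets of values were joined on coordinates to Supplementary Data 3, which gave the type (PU or DM), the SE and the ATAC-seq signal of each subregion. Values were given for 671 of the 676 PU and DM subregions of Supplementary Data 3. The 5 subregions without values (4 DM and 1 PU) are at most 50 bp long, and the shortest subregion with values is 59 bp long. SEs with at least 1 PU subregion were called class I and SEs with DM subregions only class II, as in the paper. Genes were linked to SEs by Supplementary Data 2, and the position of a subregion relative to genes was taken from the GENCODE annotation of the same build. The start of 100% of the subregions lies on a CpG when the coordinates are read as counted from 1.

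The log2 fold change of a subregion was log2 of the *Esrrb*-/- RPKM plus 1 over the *Esrrb* f/f RPKM plus 1. The pseudocount of 1 RPKM is the one that the legends of Figs. 4d and 5c state. A fold change on this scale understates the change of subregions with low values, although the lowest MED1 RPKM was 78.8. Because there is 1 pooled value per condition, the difference between genotypes has no replicate check and no p-value is given. Medians, differences of medians, the linear model and correlations across subregions are given with 95% intervals from 10000 resamplings of whole SEs (2000 for the alternatives). Sets of subregions were compared with 10000 random sets matched on mean RPKM in 10 bins, and shares are given with Wilson 95% intervals, which treat the subregions of an SE as independent. Whether a share moved under an alternative was judged by the interval from resampling whole SEs.

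The reads behind each RPKM were recovered as the smallest whole numbers in proportion to RPKM multiplied by the length of the subregion. All 671 values of each condition came out whole. The recovered reads gave 95% counting intervals of single log2 fold changes, which cover counting error only. The mapped read pairs of each library were read from the Reporting Summary. Between 4 and 3908 recovered MED1 reads, and between 4 and 13558 recovered H3K27ac reads, lay behind the value of a subregion.

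11 alternatives were fixed before the data were examined. These were a pseudocount of 0.1 or 10, subregions of at least 500 bp only, subregions at or above the 25th percentile of mean RPKM only, centring on the median of all subregions or of each chromosome, means in place of medians, 1 value per SE and type, leaving out chromosome X, and subregions whose type holds in the independent ESC and EpiSC lines (at most 30.0% methylated in ESCs, and in EpiSCs at most 30.0% for PU and at least 50.0% for DM), and, in the linear model, the ATAC-seq signal as a further predictor. Scaling to the mapped read pairs, and scaling to the recovered reads in all PU and DM subregions, were added after the data were seen, as were all alternatives for the shares of subregions with higher H3K27ac.

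The subregions named in the text are all PU and DM subregions of the SEs linked to *Klf4*, *Lefty1* and *Spry4*, and the 3 subregions with the lowest and the 3 with the highest MED1 log2 fold change among subregions of at least 500 bp with mean MED1 RPKM at or above the median. Of these, 1 subregion is not reported here. The SEs linked to the class I and class II candidate genes of Fig. 3d were used as lists.

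The functions were tested on 100 simulated pairs of MED1 libraries drawn from the recovered reads of the 671 subregions. In each, 200 subregions were given a log2 fold change of −1.00, and the mean of their median estimates was −1.00. The reads were recovered exactly in 100% of the pairs. Of the unchanged 471 subregions, 4.86% lay beyond their counting interval. A shift of −0.30 given to all 488 DM subregions was estimated as −0.30, and as −0.30 within SEs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.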

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

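The tests of counting noise and of chromosome 14 below concern an SE found by ranking these same data, so neither was set before that ranking was seen.

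Among subregions of at least 500 bp with mean MED1 RPKM at or above the median, the 3 with the highest MED1 log2 fold change all lie in 1 SE on chromosome 14 (mm9), whose closest interacting gene in Supplementary Data 2 is *Fgf17* and which lies within *Epb4.9*. The paper does not discuss this SE, and the control here is the value in *Esrrb* f/f ESCs. The MED1 log2 fold change was 2.24 at the PU subregion from 71028860 to 71029437, 1.77 at the PU subregion from 71026510 to 71027869, and 1.70 at the DM subregion from 71023409 to 71026040. The H3K27ac log2 fold changes of these subregions were 3.26, 2.52 and 2.03. Both marks were higher in *Esrrb*-/- ESCs at all 7 subregions of the SE, with medians of 1.77 for MED1 and 2.51 for H3K27ac. With MED1 scaled to mapped read pairs, 1 of the 7, the PU subregion from 71022970 to 71023326, had a log2 fold change of −0.10 instead of 0.67.

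Counting noise cannot account for the higher MED1 in the deposited values, since the lowest bound of the 95% counting intervals of the 7 subregions was 0.37. A gain of all of chromosome 14 as the whole cause is argued against by the other 24 subregions on this chromosome, whose median H3K27ac log2 fold change minus that of the other chromosomes was −0.079 (95% interval −0.57 to 0.95), below the values of the SE. This interval does not exclude a smaller gain of the chromosome. Another SE on this chromosome, from 76894806 to 76915903, had H3K27ac log2 fold changes of 2.08, −0.59, 2.38, 1.97 and 1.40. A gain limited to the region of the *Fgf17*-linked SE, or to a wider part of the chromosome, was not tested. Values of the input libraries, which this would need, were not used here. A higher activity of this SE in cells without ESRRB may also be the source, and remains a hypothesis with 1 pooled value per condition.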

How the results depend on the processing

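The scalings to mapped read pairs and to the reads in PU and DM subregions, and all alternatives for the shares with higher H3K27ac, were chosen only after the results were seen. No paired analysis was possible because the deposited columns carry no replicates, and for the same reason leaving out each replicate in turn was not run.

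Under the alternatives set before, 134 of 154 values stayed within the 95% interval from resampling whole SEs and 20 moved beyond it. Under the 2 added scalings, 16 of 32 values stayed within it. These 16 are differences, coefficients and correlations, which a shift of all subregions alike barely changes by construction. They, and the signs kept below under these scalings, are therefore no sign of stability. For shares the resampled interval is not the Wilson interval given with them. Of the shares counted as within it, 65.0% of DM subregions with lower MED1 (at least 500 bp only) and 26.0% with MED1 at least 1.5 times lower (centred on the median of all subregions) lie outside the Wilson intervals, 55.4% to 64.1% and 26.8% to 35.0%, and inside the resampled ones, 54.1% to 65.5% and 25.2% to 36.6%. The DM minus PU difference of medians kept its sign under all 12 alternatives that apply to it, between −0.27 and −0.11 for MED1 and between −0.60 and −0.53 for H3K27ac. For MED1 its interval included 0 only with 1 value per SE and type (−0.26 to 0.01). The class II minus class I difference (−0.42 to −0.20), the motif difference (−0.56 to −0.38) and the ATAC-seq correlation (−0.31 to −0.18) kept their signs as well. The within-SE difference for MED1 lay between −0.03 and 0.06, and its interval included 0 in all cases.

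With subregions at or above the 25th percentile of mean RPKM only, the medians were −0.36 for MED1 at DM subregions, and 0.25 and 0.83 for H3K27ac at DM and PU subregions. MED1 was then lower at 68.9% of DM subregions, and at least 1.5 times lower at 39.3%. With 1 value per SE and type, MED1 was lower at 67.0% of DM values. With the ATAC-seq signal in the linear model, the PU coefficient was 0.32. The cause of these changes was not tested.

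The medians of each type depend on where 0 is set. Centred on the median of all subregions, which moves 0 by construction, MED1 had medians of −0.037 at DM and 0.11 at PU subregions, H3K27ac of −0.12 and 0.42, and MED1 was lower at 53.7% and 39.9%. Centred per chromosome, these values were −0.023, 0.11, −0.12, 0.41, 52.5% and 41.0%, and MED1 was at least 1.5 times lower at 22.7% of DM subregions. Scaled to mapped read pairs, they were −0.95, −0.81, −0.20, 0.34, 91.2% and 90.7%, with a decrease of at least 1.5 times at 69.5% of DM and 65.0% of PU subregions against 30.7% and 16.4% in the deposited RPKM. Scaled to the reads in PU and DM subregions, they were 0.10, 0.24, −0.36, 0.19, 44.5% and 33.9%, and 20.9% and 8.74%. The direction of the MED1 medians and of H3K27ac at DM subregions thus changed with the scaling. The shares with higher H3K27ac, 82.5% of PU and 58.0% of DM subregions, stayed within their resampled interval in 12 of 22 cases. The others were 92.3% and 69.7% at or above the 25th percentile, 71.0% and 42.2% centred on the median, 74.9% and 41.6% centred per chromosome, 65.0% and 35.7% scaled to mapped read pairs, and 56.8% and 24.8% scaled to the reads in PU and DM subregions.

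For single subregions, 8 of 60 values moved beyond the counting interval under the alternatives set before and 24 of 30 under the added scalings. Centring per chromosome brought the *Spry4* PU subregions at 38760851 and 38790905 from −0.42 and −0.56 to −0.01 and −0.15, and the DM subregions at 38788296 and 38793940 from −0.54 and −1.24 to −0.14 and −0.83. The mean in place of the median is not defined for shares, the linear model or the ATAC-seq correlation, and 1 value per SE is not defined within SEs. The depth limits single subregions, with a median of 106 MED1 reads in *Esrrb*-/- ESCs, more than it limits the medians. The spread between replicates is not known for the pooled values used here, which limits all of them.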

Differences from the paper's values

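The paper states 184 PU and 492 DM subregions, and 183 and 488 were analysed here. The coefficient of PU against DM was 0.19 in a linear model with the subregion type as the only predictor. The paper's is 0.256 (standard error 0.0612) in a model that also holds ESRRB enrichment and the OCT4 binding score, so the coefficients are not the same measure. The alternatives set before the data were examined gave 0.16 to 0.32. The mean log2 fold changes of MED1 were −0.03 at PU and −0.22 at DM subregions, and the paper's are about 0.0 and about −0.2 in Fig. 6e, read by eye. For H3K27ac they were 0.62 and 0.04, and the paper's are about 0.6 and about 0.05 in Fig. 6e, read by eye.

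The paper states that MED1 is strongly lost across the genome in *Esrrb*-/- ESCs, after ChIP-qPCR at the *Klf4*-associated SE. It also reports that the loss correlated with ESRRB occupancy, a relation that was not examined here. In the deposited RPKM the median MED1 log2 fold change at DM subregions was −0.18, with 40.2% of these subregions higher in *Esrrb*-/- ESCs. With settings chosen after seeing the values, the median was −0.95 scaled to mapped read pairs and 0.10 (−0.01 to 0.19) scaled to the reads in PU and DM subregions. The second scaling makes the total of these reads equal in both genotypes, so it cannot weigh against a loss shared by all subregions.

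The paper states that H3K27ac did not change significantly at PU and DM subregions. The median H3K27ac log2 fold change at PU subregions was 0.66 in the deposited RPKM, with 82.5% of them higher. Under the alternatives set before the data were examined it was 0.41 to 0.83. Scaled to the reads in PU and DM subregions, a setting chosen after seeing the values, it was 0.19 with an interval that includes 0 (−0.04 to 0.33), and 56.8% were higher. No test between genotypes was made on the pooled values used here. Fig. 6e plots these changes against ESRRB occupancy, and if the statement is about that relation, it was not examined here.

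The paper states that PU subregions keep MED1 where DM subregions lose it. Over all subregions the difference had this direction, but within the 106 SEs that hold both types the DM minus PU difference was 0.06. The comparison within SEs was not matched on control MED1 RPKM. The settings that gave a negative value there were subregions of at least 500 bp only (−0.02) and subregions at or above the 25th percentile of mean RPKM only (−0.03), each with an interval that includes 0. Scaled to mapped read pairs, chosen after seeing the values, the MED1 median at PU subregions was −0.81, and scaled to the reads in PU and DM subregions, also chosen after, it was 0.24.

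The tracks of *Lefty1* in Fig. 6f are drawn lower for MED1 in *Esrrb*-/- ESCs. In the deposited RPKM the log2 fold changes of the 3 PU subregions were −0.06, 0.13 and 1.26. Scaled to mapped read pairs, a setting chosen after seeing the values, they were −0.84, −0.64 and 0.49.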

Other observations

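The tests of the denominator and of counting noise against control MED1 below were chosen only after the result was seen, and the others were not.

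The lower MED1 at DM than at PU subregions was weighed against technical explanations. A lower enrichment of all sites in the *Esrrb*-/- libraries over a uniform background as the whole cause is argued against, since the difference matched on control MED1 RPKM was −0.28 (95% interval −0.46 to −0.17). CpG density as the whole cause is argued against by a matched difference of −0.18 (−0.35 to −0.0044), though its upper end lies close to 0. Matched on subregion length, the difference stayed at −0.14 and the upper end of its interval reached 0. Matching on length thus did not shrink the difference, but the interval leaves length open. With 1 value per SE and type the difference was −0.11 (−0.26 to 0.01), and within SEs it was 0.06. For means in place of medians, the PU coefficient with 1 value per SE and type was 0.19 (0.08 to 0.30), which goes against a few SEs with many DM subregions as the cause. As these values do not point the same way, such SEs cannot be told apart from an effect of the type. Copy number of whole chromosomes left a difference of −0.14 (−0.26 to −0.03) after centring per chromosome. Copy number of smaller regions cannot be told apart from a loss of MED1. The difference relative to H3K27ac at the same subregion, 0.43, does not decide this, since H3K27ac itself changed more at PU than at DM subregions. An effect of ESRRB on whole SEs, rather than on DM subregions of an SE, is a candidate explanation for the difference between SEs.

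H3K27ac was more often higher at PU than at DM subregions. CpG density, an enrichment that differs for all sites and nearness to transcription start sites were each argued against as the whole cause. The DM minus PU difference was −0.29 matched on CpG density, −0.56 matched on control H3K27ac RPKM, and −0.44 among subregions more than 1 kb from a transcription start site. Of the PU subregions, 39.3% lie within this distance, against 16.2% of the DM subregions. A gain of H3K27ac at PU subregions in cells without ESRRB is a hypothesis that may account for the difference, and was found on the same data. Between the libraries, an effect of batch could not be tested on the pooled values used here.

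The near absence of a median change of MED1 at PU subregions was not found in each setting. With 1 value per SE and type, the median was −0.12 (−0.24 to −0.01). The near absence also depends on the denominator of the deposited RPKM. This denominator was 0.542 times as large in *Esrrb*-/- as in *Esrrb* f/f ESCs for MED1, while the mapped read pairs were 0.926 times as many. Scaled to mapped read pairs, the median at PU subregions was −0.81 (−0.91 to −0.70). These ratios fix this shift for all subregions, so it is no test of why the denominator fell. A lower MED1 signal, a lower efficiency of the immunoprecipitation and more duplicate reads in *Esrrb*-/- ESCs cannot be told apart. Whether the mapped read pairs still hold the duplicates removed before counting is not stated. No experiment with an added standard was analysed here. The difference between DM and PU subregions does not depend on this choice, which shifts all subregions of a mark alike.

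The MED1 log2 fold change was lower at subregions with higher MED1 in control ESCs, with a Spearman correlation of −0.65 (−0.73 to −0.55) across DM and −0.55 (−0.65 to −0.44) across PU subregions. The control value enters both quantities. Counting noise alone is argued against at DM subregions, since the lowest correlation in 1000 simulated pairs of libraries with a common fold change was −0.24. No simulated value is given for PU subregions, where this stays open. Variation between experiments beyond counting error was not tested, and no biological explanation was tested.

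The medians of chromosomes with at least 10 subregions differed, for MED1 from −0.54 on chromosome 5 to 0.43 on chromosome 13. The spread of the medians lay at percentile 77.6 of 1000 shufflings of SEs between chromosomes for MED1 and at percentile 88.3 for H3K27ac. The spread is thus within what shuffling gives, and a copy number change of a few chromosomes cannot be told apart from chance, since it would not need a larger spread. No biological explanation was tested.

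Among subregions of at least 500 bp with mean MED1 RPKM at or above the median, low MED1 log2 fold changes were found at DM subregions of SEs whose closest interacting genes are *5730419I09Rik* and *2810008D09Rik*. They were −2.68 (95% counting interval −3.08 to −2.28) on chromosome 6 from 143056126 to 143057029, and −2.46 (−2.97 to −1.96) on chromosome 11 from 116949953 to 116950511. Their H3K27ac log2 fold changes were −1.06 and 0.67.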
